# *Foxf* Genes Integrate *Tbx5* and Hedgehog Pathways in the Second Heart Field for Cardiac Septation

**DOI:** 10.1371/journal.pgen.1004604

**Published:** 2014-10-30

**Authors:** Andrew D. Hoffmann, Xinan Holly Yang, Ozanna Burnicka-Turek, Joshua D. Bosman, Xiaomeng Ren, Jeffrey D. Steimle, Steven A. Vokes, Andrew P. McMahon, Vladimir V. Kalinichenko, Ivan P. Moskowitz

## Abstract

The Second Heart Field (SHF) has been implicated in several forms of congenital heart disease (CHD), including atrioventricular septal defects (AVSDs). Identifying the SHF gene regulatory networks required for atrioventricular septation is therefore an essential goal for understanding the molecular basis of AVSDs. We defined a SHF Hedgehog-dependent gene regulatory network using whole genome transcriptional profiling and GLI-chromatin interaction studies. The Forkhead box transcription factors *Foxf1a* and *Foxf2* were identified as SHF Hedgehog targets. Compound haploinsufficiency for *Foxf1a* and *Foxf2* caused atrioventricular septal defects, demonstrating the biological relevance of this regulatory network. We identified a *Foxf1a* cis-regulatory element that bound the Hedgehog transcriptional regulators GLI1 and GLI3 and the T-box transcription factor TBX5 *in vivo*. GLI1 and TBX5 synergistically activated transcription from this cis-regulatory element *in vitro*. This enhancer drove reproducible expression *in vivo* in the posterior SHF, the only region where *Gli1* and *Tbx5* expression overlaps. Our findings implicate *Foxf* genes in atrioventricular septation, describe the molecular underpinnings of the genetic interaction between Hedgehog signaling and *Tbx5*, and establish a molecular model for the selection of the SHF gene regulatory network for cardiac septation.

## Author Summary

Atrioventricular septal defects (AVSDs) are a common severe class of congenital heart defects. Recent work demonstrates that events in the second heart field (SHF) progenitors, rather than in the heart, drive atrioventricular (AV) septation. Our laboratory has shown that both Hedgehog signaling and the T-box transcription factor, Tbx5, are required in the SHF for AV septation. To understand the molecular underpinnings of the AV septation process we investigated SHF Hedgehog-dependent gene regulatory networks. Transcriptional profiling and chromatin interaction assays identified the Forkhead box transcription factors *Foxf1a* and *Foxf2* as SHF Hedgehog targets. Compound haploinsufficiency for *Foxf1a* and *Foxf2* caused AVSDs in mice, demonstrating the biological relevance of this pathway. We identified a cis-regulatory element at *Foxf1a* that bound TBX5 and Hedgehog transcriptional regulators GLI1 and GLI3 *in-vivo*. Furthermore, TBX5 and Gli1 co-activate transcription of the identified cis-regulatory element *in-vitro*. The enhancer is expressed primarily in the pSHF in-vivo, where *Tbx5* and *Gli1* expression overlap. Our findings implicate Foxf1a and Foxf2 in AV septation and establish Tbx5 and Hedgehog signaling upstream of *Foxf* genes in a gene regulatory network for cardiac septation.

## Introduction

Cardiac septation, the morphogenetic process that transitions the looped heart tube into the multi-chambered heart observed in mammals, is complex and often goes awry in Congenital Heart Disease (CHD). Atrioventricular septation is the crucial process that separates the common atrioventricular canal into right and left compartments. Atrioventricular septal defects (AVSDs) are a common severe form of CHD. A novel paradigm for the developmental ontogeny of the atrioventricular septum has recently emerged [1]–[6]. This work describes atrioventricular septation as a process driven by molecular events in second heart field (SHF) cardiac progenitors rather than in the heart itself [1]–[6]. The identification of extracardiac lineages that generate the atrial and atrioventricular septum implies that the search for gene regulatory networks germane to cardiac septation should occur in SHF cardiac progenitors not in the heart itself.

Hedgehog signaling is an essential developmental pathway conserved from flies to man [7], [8]. Mutations in key Hedgehog pathway genes, including ligands such as *Sonic hedgehog* (*Shh*; 20423) and downstream signaling cascade member *Smoothened* (*Smo*; 319757) cause significant cardiac defects including complete atrioventricular septal defects [9], [10]. Tissue specific knockout of Hedgehog signaling in the SHF recapitulates atrioventricular septal defects [4], [5] and genetic inducible fate mapping showed that the atrial/atrioventricular septum is derived from Hedgehog-receiving SHF cardiac progenitors [5]. These observations laid the groundwork for identifying the Hedgehog-dependent SHF gene regulatory networks essential for atrial septation.

Cardiogenic transcription factor genes *Tbx5* (21388), *Nkx2.5* (18091) and *GATA4* (14463) have been implicated in human atrial septation [11]–[14]. These transcription factors form a complex and can co-activate gene expression [12], [15]–[17]. *Tbx5* has been shown to be required in multiple contexts during cardiac development and adult function in mice. *Tbx5* is required in the SHF for atrioventricular septation [6], [15], in embryonic cardiomyocytes for proliferation [18], in adult myocardium for contractile function [19], and in the adult cardiac conduction system for cardiac rhythm control [20]. Tbx5 target genes differ significantly between these distinct cellular and temporal contexts [6], [21]. Yet the Tbx5-responsive cis-regulatory elements specific to these cellular contexts and the molecular cues that establish context dependent selectivity remain unknown.

We previously described genetic interactions between *Tbx5* and Hedgehog signaling in the SHF for atrioventricular septation in mice [6]. Mice haploinsufficient for both *Tbx5* and the obligate Hedgehog signaling receptor gene *Smo* express AVSDs more frequently than mice haploinsufficient for either gene alone [6]. Furthermore, constitutive Hedgehog signaling in *Tbx5*-mutant SHF progenitors can rescue atrioventricular septation [6]. These studies predict that Hedgehog-dependent and Tbx5-dependent gene regulatory networks share vital, yet undescribed overlap in the SHF that is necessary for atrioventricular septation.

In this study we attempted to define Hedgehog-dependent SHF gene regulatory networks and identify the molecular basis of the genetic interaction between Hedgehog signaling and Tbx5. We characterized the Hedgehog-dependent SHF gene regulatory networks by *in vivo* whole genome transcriptional profiling and GLI-chromatin interaction studies. We found that *Foxf1a* (15227) and *Foxf2* (14238) are downstream of Hedgehog signaling in the SHF. Mice haploinsufficient for both *Foxf1a* and *Foxf2* compound heterozygotes have atrial septal defects, demonstrating the biological relevance of these Hedgehog targets. GLI3T (14634) binding data identified a candidate cis-regulatory element upstream of *Foxf1a* that contained an adjacent Tbx5 binding site. This enhancer binds to GLI1 (14632), GLI3 and TBX5 in the SHF *in vivo*. *In vitro* and *in vivo* analysis demonstrated that this cis-regulatory element integrates Hedgehog signaling with *Tbx5* activity and provides strong specific activity in the posterior SHF. This work identifies a novel role for Foxf transcription factors at the intersection of *Tbx5* and hedgehog signaling in atrioventricular septation and describes a SHF gene regulatory network for cardiac morphogenesis.

## Results

### Transcriptional profiling of the posterior SHF in *Shh* mutants

Progenitor cells for the atrial and atrioventricular septum require Shh signaling in the posterior SHF (pSHF) between embryonic day 8 and embryonic day 10 (E8–E10) to migrate into the heart to form the atrial septum between E9–E11 [4], [5]. To identify the Hedgehog-dependent gene regulatory networks required for this process, we compared transcriptional profiling of the posterior SHF from wild-type and *Shh* (MGI: 1932461) null embryos at E9.5 to identify differentially expressed transcripts. We isolated the pSHF by microdissection including the dorsal mesenchymal protrusion and closely associated surrounding ventral lateral plate mesenchyme. Our dissection included the attached foregut, but excluded the heart, dorsal lateral plate mesenchyme and neural tube (Figure 1A). RNA was isolated and known Hedgehog-dependent transcripts were evaluated by RT-PCR to verify genotyping prior to whole genome transcriptional profiling. *Shh*, *Ptch1* (19206) and *Gli1* all demonstrated significantly reduced expression (p>0.05) in the *Shh* null samples compared to wild-type micro-dissected samples (Figure 1B). Specifically, *Shh* was reduced more than 90%, while *Ptch1* and *Gli1* were each reduced approximately 50%, consistent with significantly reduced *Hedgehog* signaling in the mutant samples and confirming the genotypic fidelity of the isolated samples.

**Figure 1:**
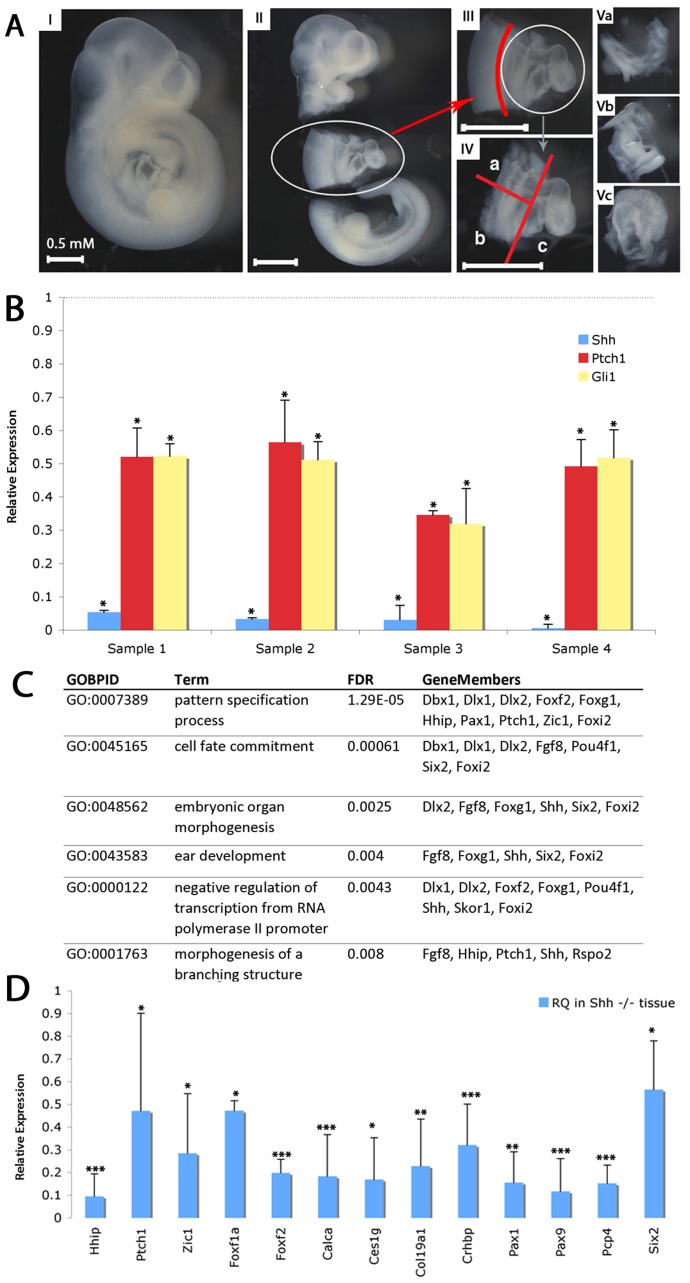
Transcriptional profiling of SHF from *shh^−/−^* embryos. (A) Microdissection for isolation of SHF tissues. E9.5 embryos were isolated (I). Thoracic tissues including the heart were removed from head and tail, kept for genotyping or non-cardiac controls (II). Neural tube was removed (III). SHF tissue was bisected and separated from the heart (IV). Microdissected tissue was kept as anterior SHF (Va), posterior SHF (Vb) or heart (Vc). (B) RT-PCR demonstrates decreased expression of *Shh*, *Gli1* and *Ptch1* in *shh* mutant SHF tissues isolated for transcriptional profiling (C) Gene Ontology biological processes (GOBPs) enriched in the transcriptional profile analysis of SHF tissue from wild-type and *Shh* mutant embryos identifies developmental terms. (D) 13 genes identified in the transcriptional profile were verified as Shh-dependent using RT-qPCR (relative quantitation, RQ). * indicates p<0.05, ** indicates p<0.01, *** indicates p<0.001.

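RNA was extracted from pools of pSHF tissue dissected at E9.5, 4 pools from *Shh* mutant embryos and 3 from wild-type embryos, labelled with a single dye and hybridized to 1 array per pool. The 7 arrays lay on 4 slides. Mutant and wild-type pools 1, 3 and 4 shared a slide by number, with the mutant pool always in the first array position and the wild-type pool in the second, so that position and genotype cannot be told apart. Mutant pool 2 was alone on its slide, and the labels record that its array may have leaked. A median of 62.4% of the 41174 probes, and at most 70.6%, were well above background on an array. The median local background was 21 to 25 intensity units against median spot signals of 86.4 to 145.3. The authors' deposited files give, for each spot, the mean signal and local background intensity read by Feature Extraction, and a further table gives their normalized log2 values.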

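The paper's methods name background correction, exclusion of outlier features and VSN, and its text does not name the background correction. Here, the local background of each spot was first subtracted from its mean signal. The differences were corrected by normexp, with the remaining background estimated from 153 negative control spots per array and an offset of 50. They were then normalized together by VSN. Between 155 and 206 outlier spots per array were left out. A probe was tested when it carried a gene name and was well above background on every array of at least 1 genotype, which left 23127 probes for 14894 genes. Genotypes were compared with limma, mutant against wild type, with Benjamini-Hochberg adjustment over all probes tested. Fold changes are log2 values, mutant minus wild type, so that negative values are lower in the mutants. Where a probe was not well above background on every array of a group, its change is given as a bound ("at least N-fold"), taken after raising any signal under the lowest well above background on its array to that level. Signals of *Ptch1*, *Foxi2*, *Crhbp*, *Pax9*, both probes of *Ces1g* and the second probe of *Hhip* already lay above that level, so for these the bound equals the fitted change. A bound allows for background only, not for the spread between pools or the choice of processing. For *Pax9* the change was as small as −2.33 with 1 pool left out and −1.27 across the alternatives. The array medians then lay within 0.11 of each other on the log2 scale, and the median SD between pools of a genotype was 0.19. The number of arrays limits the precision. At 4 pools against 3 the smallest p that an exact permutation test of the difference in means can give is 0.0286.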

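The targeted gene, *Shh*, is read by a probe on chromosome 5 from 28783983 to 28784042 (mm9, the build of the array's annotation). Its normalized log2 signals were 9.67, 9.39, 9.23 and 9.32 in mutant pools 1, 2, 3 and 4, and 10.73, 10.74 and 9.99 in wild-type pools 1, 3 and 4. Every mutant pool lay below every wild-type pool, and a lack of overlap in either direction has a chance of 5.71%. The difference in means had p = 0.0286 (exact permutation test, two-sided). The log2 fold change was −1.08 (standard error 0.20, limma's adjusted p = 0.0641), which leaves 47.2% of the wild-type signal. Without wild-type pool 4 it was −1.33 and past the 0.05 threshold (adjusted p = 0.0404), and across all alternatives the adjusted p ran from 0.00841 with array weights to 0.934 in the authors' values. *Gli1* (chromosome 10, 126767991 to 126768050) fell from 7.15 ± 0.39 (SD, n = 3) to 6.14 ± 0.21 (SD, n = 4), a log2 fold change of −1.01 (standard error 0.19, adjusted p = 0.0719). Array weights moved it most among the alternatives that changed its call, to −0.93 with an adjusted p of 0.0180. These weights were 5.67 for wild-type pool 3 against 0.575 and 0.676 for wild-type pools 1 and 4. Under them the wild-type mean rests mostly on 1 array. *Ptch1* (chromosome 13, 63610298 to 63610357) was well above background in 3 of the 4 mutant pools and was at least 2.15-fold lower in the mutants (limma's adjusted p = 0.754). Its second probe, well above background on every array, was at −1.13 (limma's adjusted p = 0.146). A list of 4 Hedgehog target genes fell as a set (median −1.06, lower in 4 of 4 genes, past the threshold by fry's rotation test, 0.00359 after adjustment over the marker lists). Under the replicate block, run on the lists only after seeing the data, it was no longer past the threshold (fry adjusted p = 0.110, unadjusted 0.0170). On each array at least 3 of the 4 genes *Shh*, *Ptch1*, *Gli1* and *Hhip* lay nearer the mean of the array's own genotype. *Boc*, *Gas1* and *Cdon*, which Hedgehog signaling lowers, had a median of 0.23 with 2 of 3 genes higher, not past the threshold after adjustment (fry adjusted p = 0.142). In the authors' values their median was −0.35, with 3 of 3 genes lower.

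**Figure D1:**
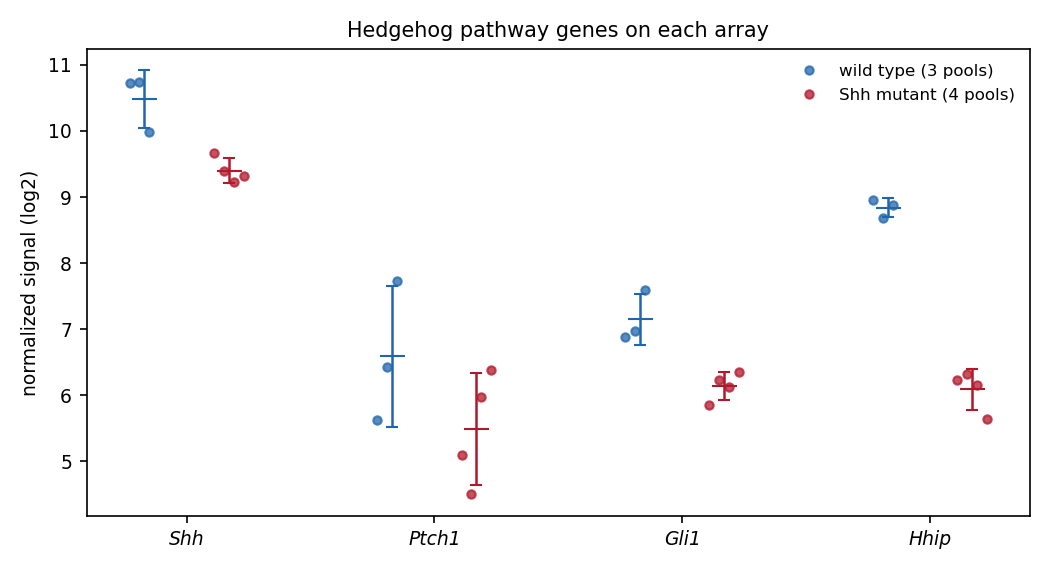
Normalized log2 signal of Shh, Ptch1, Gli1 and Hhip on each array, with 3 wild-type pools in blue and 4 Shh mutant pools in red (points), and the mean ± SD of each group. The mutant pools of Shh, Gli1 and Hhip all lie below the wild-type pools, while those of Ptch1 overlap them.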

Transcriptional profiling of pSHF samples was performed on Agilent Mouse Whole Genome Arrays. 

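At the study's thresholds of 0.005 on the adjusted p and 2-fold on the change, limma called 5 probes of 4 genes, *Hhip* (2 probes), *Foxf2*, *Crhbp* and *Dleu7*, all lower in the mutants. *Dleu7* (log2 fold change −1.44) is named only because so few genes passed and its value had been seen. At an adjusted p under 0.05 with no limit on the change, 115 probes of 109 genes were called, 61 lower and 54 higher (53.0% lower), and 69 of these probes (65 genes) also passed 2-fold. At an unadjusted p under 0.05 there were 1796 probes. Mutant and wild-type arrays did not overlap at 1869 of the 23025 probes with a value on every array (8.12%, against 5.71% by chance), 816 of them lower and 1053 higher in the mutants. The choice of test moved the signature most. SAM, the paper's test, written here from its statistic and run over all 35 splits of the arrays, called 47 probes of 44 genes on the same values, 32 of them lower. Scaling each array to its 75th percentile left 56 probes at an adjusted p under 0.05, 66.1% of them lower. That alternative started from the processed signals of Feature Extraction, without normexp or VSN, so more than the scaling differed. With the replicate block, which compares the arrays within a slide, 0 probes passed the signature thresholds. At 0.05 it called 11 (2055 at an unadjusted p under 0.05), 90.9% of them lower. The block fits a level per slide, which leaves fewer residual degrees of freedom. Mutant pool 2, alone on its slide, then has no part in the genotype estimate. The median change of the probes of Table S1 was −0.64 with the block and −0.61 without it. A call lost under the block can thus reflect lower precision rather than a smaller change. With any 1 array left out, limma called between 0 and 2 signature probes, and the count at 0.05 was lowest, 9, without mutant pool 3 and highest, 123, without mutant pool 1.

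**Figure D2:**
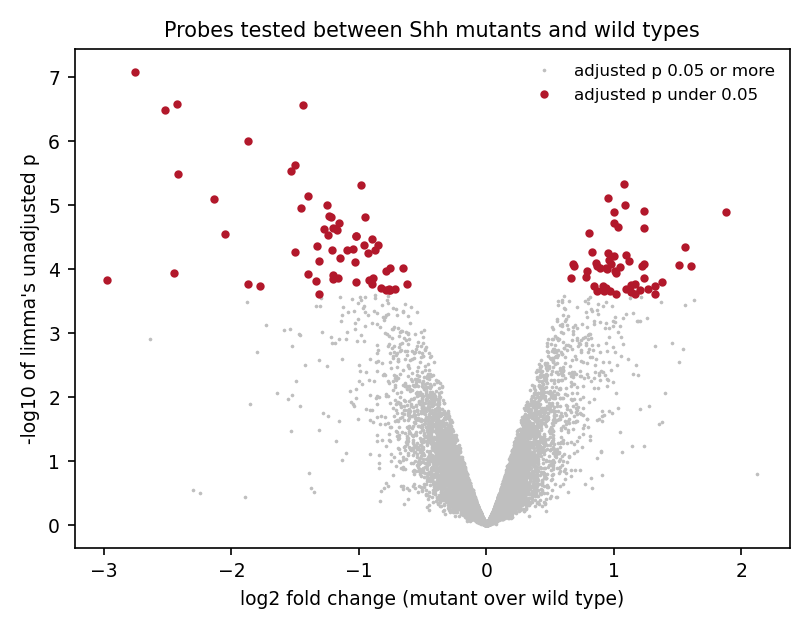
Log2 fold change between 4 Shh mutant and 3 wild-type pools (horizontal axis) against −log10 of limma's unadjusted p (vertical axis), 1 point per probe tested. The 115 probes at an adjusted p under 0.05 are drawn in red, 61 to the left of 0 and 54 to the right.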

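Among probes called at 0.05 with the same sign in the 3 same-slide pairs and no overlap between genotypes, the 10 largest decreases included *Pax1*, *Hhip*, *Pax9*, *Foxf2*, *Skor1* (*Lbxcor1* on the array), *Pcp4*, *Zic1*, *Crhbp* and *3110039M20Rik*. *Hhip* (chromosome 8, 82496214 to 82496273) fell from 8.84 ± 0.14 (SD, n = 3) to 6.09 ± 0.31 (SD, n = 4), a log2 fold change of −2.75 (standard error 0.17, limma's adjusted p = 0.00187), and its second probe, well above background in 1 of the 4 mutant pools, was at least 5.75-fold lower. *3110039M20Rik*, the smallest of the 10, changed by −1.78 (adjusted p = 0.0443). The 10 largest increases included *Aadac* (1.88, adjusted p = 0.0155), *Creb3l3*, *Lect2*, *Cd38*, *Fga*, *C730043O17*, *Apoc2*, *3110047P20Rik* and *Cfi* (1.24, also with an adjusted p of 0.0155). A second probe of *Cd38* gave −0.13 against 1.51 for the probe called. With 1 array left out in turn, only *Hhip*, *Foxf2* and *Crhbp* of these 20 genes stayed under 0.05 throughout. Of the 10 increases 0 were called by limma without wild-type pool 1 (adjusted p of 0.0567 to 0.223), without mutant pool 3 (0.0705 to 0.153) or without wild-type pool 3 (0.0546 to 0.162), where 4, 5 and 7 of the 10 decreases were. None of the 10 increases was called by limma with the replicate block either (adjusted p of 0.0568 to 0.0882), whereas 6 of the 10 decreases were. Without mutant pool 1 it was the reverse, with 10 increases and 8 decreases called. With array weights all 10 of each were called.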

Using a significance threshold with a multi-test adjusted p-value (Q-value) <0.005 and absolute fold change larger than 2, comparing *Shh^−/−^* mutant mouse embryos (n = 4) with wild-type embryos (n = 3) identified a differentially expressed 560-gene signature (Table S1). 

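*Dlx1* on chromosome 2 (71371499 to 71371558) had a normalized log2 signal of 6.44 ± 0.25 (SD, n = 4) in *Shh* mutants and 7.97 ± 0.07 (SD, n = 3) in wild types, and its log2 fold change was −1.53 (standard error 0.15, limma's adjusted p = 0.00928). *Skor1* changed by −2.42 (standard error 0.24) at the same adjusted p, *Six2* by −1.45 (adjusted p = 0.0155) and *Dlx2* by −1.27 (adjusted p = 0.0192). *Rspo2* changed by −1.33 (adjusted p = 0.0264) and *Pax1* by −2.97 (adjusted p = 0.0404), and the second probe of each was too dim in both genotypes to be tested. *Zic1* changed by −1.87 on its brighter probe (adjusted p = 0.0438) and by −1.88 on the other. *Foxi2*, well above background in 2 of the 4 mutant pools, was at least 2.64-fold lower (adjusted p = 0.0362). *Fgf8* changed by −1.59 without passing 0.05 (adjusted p = 0.0872), and its second probe was too dim in both genotypes to be tested. *Dbx1* was not well above background in either genotype and was not tested, and *Pou4f1* was at 0.13 (adjusted p = 0.999), with a second probe too dim in both genotypes. Apart from *Hhip* and *Foxf2*, each of the genes called here lost its call when a single array was left out. The highest adjusted p was reached without mutant pool 3 for *Rspo2* (0.0901), and without wild-type pool 1 for *Dlx1* and *Skor1* (0.0567), *Six2* (0.100), *Dlx2* and *Foxi2* (0.116), *Pax1* (0.180) and *Zic1* (0.211). With the replicate block the adjusted p rose to 0.0568 for *Six2*, *Foxi2* and *Rspo2*, 0.0633 for *Dlx2*, 0.0744 for *Zic1* and 0.114 for *Pax1*. In the authors' values the adjusted p of each gene called here was 0.934. Enrichment of Gene Ontology terms was not analysed here.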

Gene Ontology (GO) enrichment analysis of differentially expressed genes captured known processes disrupted in Hedgehog pathway mutants, such as pattern specification and organ morphogenesis (Figure 1C) [22]. 

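The 3 criteria of the more stringent selection were applied to the 23025 probes with a value on all 7 arrays. The exact two-sided Wilcoxon test, whose smallest possible p is 0.0571 at 4 pools against 3, was passed by 3000 probes at the paper's limit of 0.15. A change over 3-fold was found at 25 probes, and 20 probes of 18 genes met both, 17 of them lower in the mutants. The false discovery rate of the t statistic, estimated over all 35 splits of the arrays, was under 0.1 at 0 probes. The real split was among the 35, so the called probes entered their own false count, which raises the rate. The lowest rate was 0.1 itself, on the limit, and was shared by 8 probes, of which only 1, for *Hhip*, also met the other criteria. No gene therefore passed all 3, whereas limma left 1796 probes and SAM 266 at 0.05, unadjusted and adjusted respectively. With quantile normalization, with no background correction and with the interquartile range filter 1 gene passed.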

To further identify the best candidates for an experimental validation, 65 genes were computationally evaluated according to more stringent criteria by three statistical tests (non-parameter Wilcox-tested theoretical p<0.15, empirical t-tested FDR<0.1, and absolute fold change>3, Figure S1) on the same data sets. From the Shh down-regulated candidates, we chose 21 targets and validated significant misexpression of 13 by qPCR (p<2e-16, Fisher's Exact test, FET) (Figure 1D). 

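On the arrays, 13 of the 13 genes of Figure 1D were lower in the mutants and 12 were over 2-fold lower, each read by its brightest probe. By limma 9 were called at an adjusted p under 0.05 over all probes tested, and 12 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Besides the genes given above, *Crhbp* was well above background in 2 of the 4 mutant pools and at least 3.66-fold lower (adjusted p = 0.00466), *Pcp4* changed by −2.05 (standard error 0.26, adjusted p = 0.0205), and *Pax9*, well above background in 1 of the 4 mutant pools, was at least 5.48-fold lower (adjusted p = 0.0360). *Col19a1* was well above background in 0 of the 4 mutant pools and at least 2.44-fold lower (adjusted p = 0.0500, just under the threshold), while its other 3 probes were not well above background on any array. *Ptch1*, *Foxf1a*, *Calca* and *Ces1g* were not called on these probes. *Calca* changed by −1.54 (standard error 0.31, adjusted p = 0.0861), with a second probe at −1.46. *Ces1g*, read by a probe that the array names *Ces1* and well above background in 2 of the 4 mutant pools, was at least 2.23-fold lower (adjusted p = 0.454). Its second, dimmer probe, well above background in 0 of the 4 mutant pools and at least 2.49-fold lower, was called with all arrays (adjusted p = 0.0330), and the brighter one without mutant pool 2 (adjusted p = 0.0455). The number of these genes at 0.05 fell from 9 to 5 with the 75th percentile scaling or with no filter on dim probes, to 3 with the replicate block (*Foxf2*, *Hhip* and *Crhbp*), and to 0 in the authors' values (limma, 8 at an unadjusted p under 0.05). It rose to 11 by SAM and to 10 with the interquartile range filter or array weights. Under the block the adjusted p was 0.0559 for *Pcp4*, 0.0568 for *Pax9* and 0.0633 for *Col19a1*. Leaving out 1 array at a time gave between 4 genes (without wild-type pool 1, for example) and 7 (without mutant pool 4). The qPCR itself was not analysed here.

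**Figure D3:**
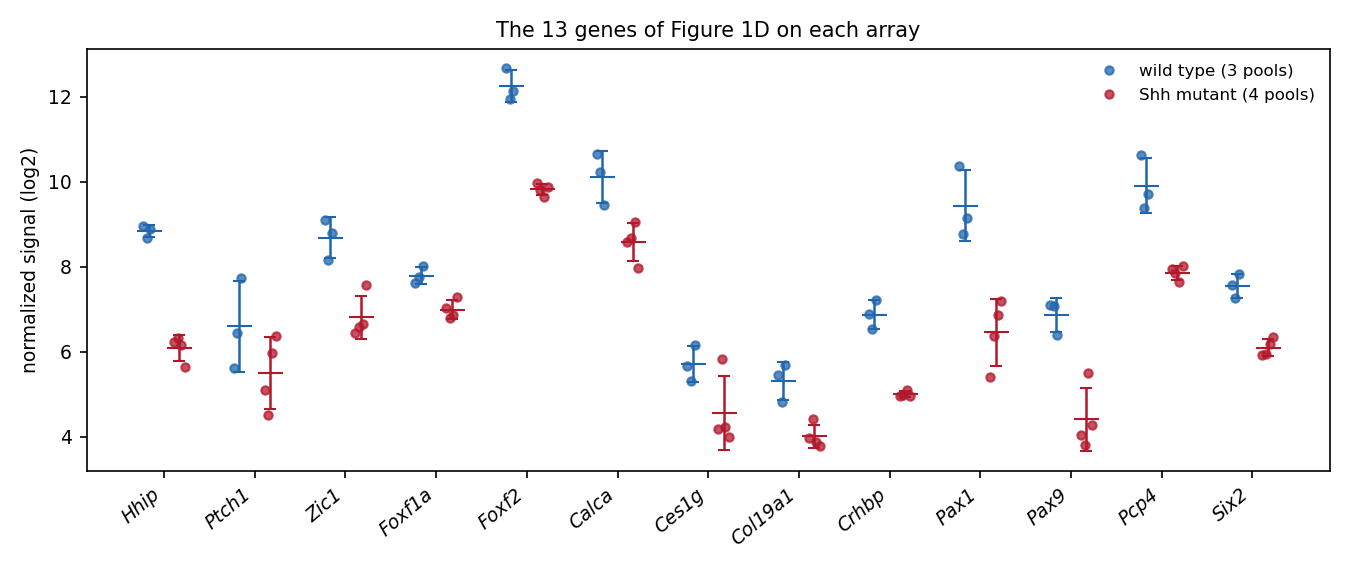
Normalized log2 array signal of the 13 genes of Figure 1D, with 3 wild-type pools in blue and 4 Shh mutant pools in red (points), and the mean ± SD of each group. For each gene the mean of the mutant pools lies below that of the wild-type pools.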

Eight others did not meet criteria for statistically significant misexpression primarily due to large expression variation, possibly related to the presence of non-SHF tissue isolated by our dissection process.

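Marker genes of tissues near the SHF were compared between the same pools of dissected tissue, using 9 lists for other tissues and 1 for the SHF. Lists were tested with fry, a rotation test suited to few arrays, and adjusted over the lists. Of the 10 lists, 5 fell as a whole in the mutants, the SHF list among them. The sclerotome list had a median log2 fold change of −1.05 (6 of 7 genes lower, fry adjusted p = 0.00986), the neural crest and arch list −0.52 (8 of 12 lower, 0.0164), the neural tube list −0.39 (12 of 12 lower, 0.0273), the SHF list −0.26 (10 of 14 lower, 0.00986) and the foregut endoderm list −0.15 (9 of 12 lower, 0.0302). The liver bud list was higher, with a median of 0.73 (9 of 9 genes higher, fry adjusted p = 0.00415). Erythroid genes (median −0.49, 11 of 11 lower, fry adjusted p = 0.147) and myotome genes (median −0.61, 4 of 6 lower, 0.0541) were not past the threshold. Cardiomyocyte genes had a median of 0.24 (11 of 12 higher, fry adjusted p = 0.634), which turned negative in the authors' values (−0.11) and without wild-type pool 4 (−0.09). Endothelial genes had a median of 0.02 against a mean of −0.04 (fry adjusted p = 0.739), and their median was negative under the 75th percentile scaling (−0.0076), quantile normalization (−0.01) and without background correction (−0.02). By camera with its preset correlation between genes 8 tissue lists were past the threshold, the erythroid and myotome lists among them, and with an estimated correlation 3 of the 5 falling lists held after adjustment, all but neural crest and arch (adjusted p = 0.0734) and foregut endoderm (adjusted p = 0.0930). Without wild-type pool 1 only 3 of the tissue lists were past the threshold by fry, against 6 with all arrays. Of the 10 lists 0 were past it with the replicate block, run on the lists only after seeing the data (4 at an unadjusted fry p under 0.05), with a lowest adjusted p of 0.110. Table S1 holds 8 of the 17 neural tube genes, 7 of the 13 neural crest and arch genes, 5 of the 8 sclerotome genes, 4 of the 14 SHF genes and 2 of the 12 foregut endoderm genes, so that these lists are in part genes the study selected on these samples.

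**Figure D4:**
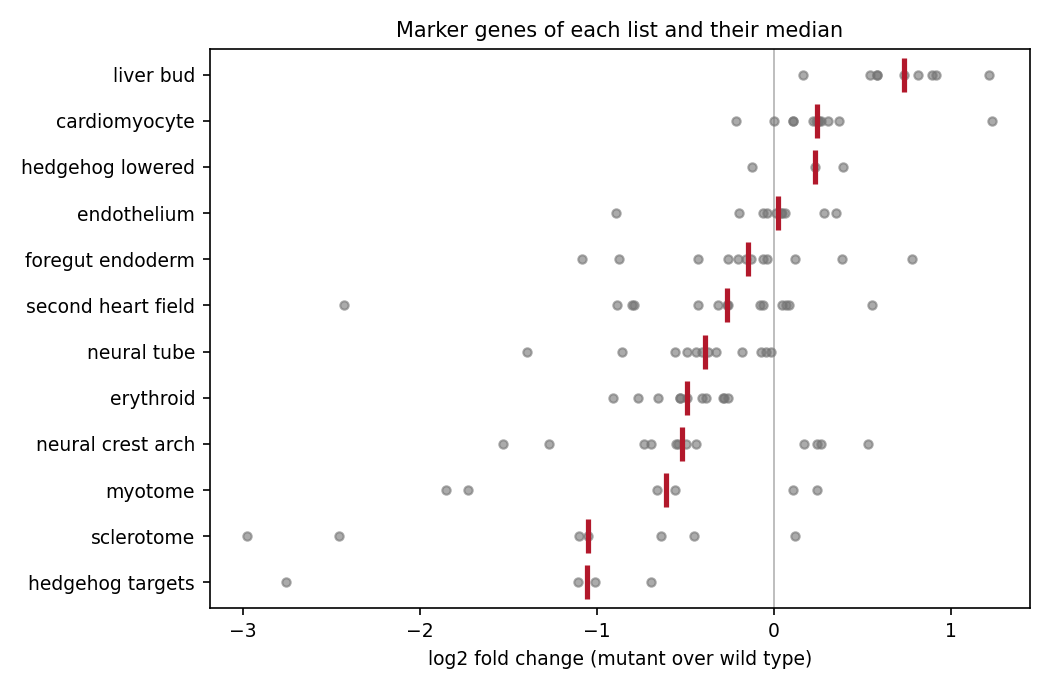
Log2 fold change between 4 Shh mutant and 3 wild-type pools (horizontal axis) of each tested gene of the marker lists (grey points), with the median of each list as a red bar. The sclerotome and Hedgehog target lists lie furthest to the left and the liver bud list furthest to the right.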

### Identification of Hedgehog signaling direct targets in the SHF

To define loci directly downstream of Hedgehog signaling, we analyzed genome-wide chromosomal binding locations of the Hedgehog transcriptional regulator Gli3 in the embryonic SHF by chromatin immunoprecipitation with deep sequencing (ChIP-seq). We performed ChIP using a Cre-inducible flag-tagged Gli3T expression line (RosaGli3T^Flag c/c^ MGI: 3828280) [23] combined with the SHF Cre driver *Mef2c-AHF-Cre* [24] (MGI: 3639735). The SHF tissue from 50 *Mef2cAHF*-*Cre* ^+^; *Rosa^Gli3TFlag/+^* embryos was micro-dissected and immunoprecipitated using an anti-FlagM2 antibody (Sigma). To verify enrichment of Gli3T bound sequences by immunoprecipitation prior to sequencing, we tested a previously identified Gli3T peak upstream of *Ptch1* (Chromosome 13, nucleotides 63577408–63579384, mm9), a known Gli3T-bound cis-regulatory element in the limb [23]. This sequence was 13.7-fold enriched in the SHF IP fraction by ChIP-PCR. We proceeded to sequence the IP library and apply Model-based Analysis for ChIP-Seq (MACS) [25]. We identified 1316 Gli3-bound peaks by comparing 68 million sequence tags in IP to 21 million sequence tags in input (tag size = 36 bps, effective genome size = 2e+9, band width = 200, 2<model fold<200, and p-value cutoff = 1e-05) [25]. From these peaks, we analyzed the distribution of the signal around the peak center and identified a typical distribution, confirming successful sequencing (Figure 2A). The predominant GLI3T peak location from the binding data was intergenic and a considerable distance from the transcriptional start sites. We therefore considered the possibility that genes and up to 100 kbp in both directions from intergenic peaks may fall under control of GLI-mediated cis-regulatory elements, given that enhancers often reside thousands of base pairs away from their target of regulation and act independently of their orientation [26], [27]. We therefore annotated GLI3T-bound regions to all transcription start sites within 100 kbp and to the nearest TSS if it resided outside the 100 kbp window [28], [29]. This consideration resulted in mapping the 1316 peaks to 3296 neighbor genes (Table S2). The enrichment between GLI3T-bound and Shh-dependent genes was significant among approximately 22,000 mouse genes (FET p<0.01, Figure 2B).

**Figure 2:**
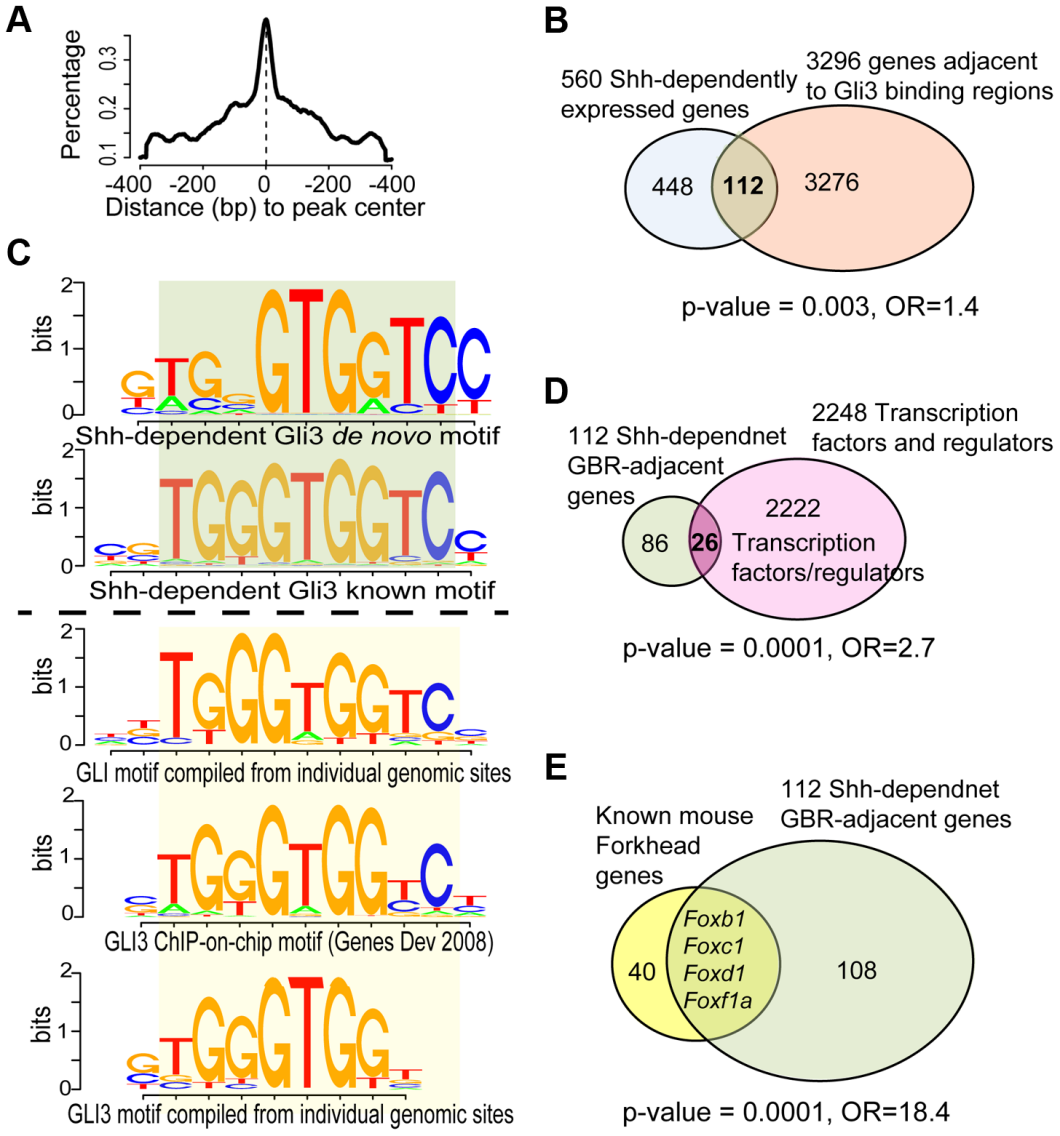
Analysis of ChIP-Seq data and its intersection with transcriptional profiling data. (A) Distribution of ChIP-seq peaks highlighted the modeled GLI3-binding centered in peak regions, using MACS2 software. (B) GLI3 ChIP-seq revealed 1316 peaks defining potential binding sites in the mouse genome. Intersection with *shh*-dependent transcriptional profiling identified 112 candidate direct Hedgehog-dependent target genes. (C) Summary of *de novo* and known motifs enriched in *shh*-dependent GLI3-bound regions (Top 2 sub-panels) compared with similar known GLI motifs from literature and TRANSFAC database (Bottom 3 sub-panels). (D) Among the 112 genes, 26 are transcription factors or regulators of transcription, a significant over-representation. (E) Among the 112 genes, 4 are FOX family transcription factors, a significant over-representation.

To define the direct Hedgehog-dependent SHF gene regulatory networks, we intersected the SHF Shh-dependent transcriptional profile signature with the SHF Gli3T chromatin contact results to define candidate Hedgehog-dependent Gli-target genes. This dataset intersection comprised 119 peaks annotated to 112 genes (Figure 2B, Table S3). 

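On the arrays, 99 of the 112 genes of Table S3 were lower in the mutants, with a median log2 fold change of −0.53. Of the 107 genes tested, 14 were over 2-fold lower, among them *Parp6* and *Accn2* with 1 spot of high local background each, and 8 were called by limma at an adjusted p under 0.05 over all probes, and 61 when adjusted over the list alone. That count is not independent evidence, since the study took the genes from a signature found on these samples. At an unadjusted p under 0.05 there were 69 genes, and 0 passed the signature thresholds. With 1 array left out the 8 became 0 (without wild-type pool 1, limma, 59 at an unadjusted p under 0.05) to 8, with 2 without mutant pool 3, and with the replicate block 2. The count rose to 28 with array weights, 17 by SAM and 13 with the interquartile range filter. The direction was steady, with 98 or more genes lower under the other normalizations and filters and 96 or more with an array left out, and the authors' values had 108 lower. The binding of Gli3T was not analysed here.

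**Figure D5:**
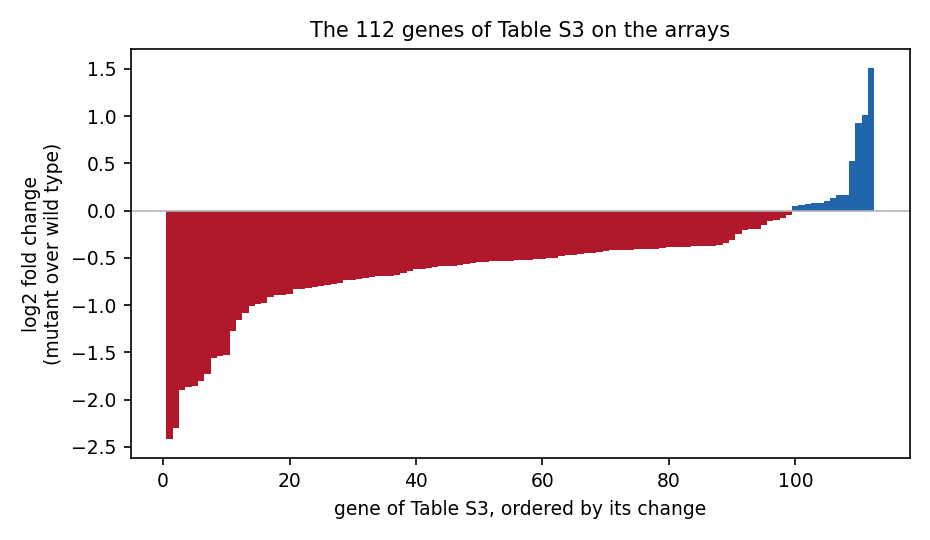
Log2 fold change between 4 Shh mutant and 3 wild-type pools of each of the 112 genes of Table S3, 1 bar per gene ordered by size, red where lower and blue where higher in the mutants. The 99 bars below 0 have a median of all 112 genes at −0.53.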

The enrichment between Gli3T-bound and Shh-dependent genes was significant among ∼22k mouse genes (FET p = 0.003, odds ration = 1.4, Figure 2B). The 119 Shh-dependent Gli3T-bound sites contained significant enrichment of the *de novo* and known Gli3-binding motif, as derived by ChIP-Chip (CGTGGGTGGTCC) [23] and by computational implication (TRANSFAC database; Figure 2C, bottom panel) [30], [31] at a high degree of significance (p≤1e-10; Figures 2C, top panel).

A significant enrichment of transcription factors was observed in SHF Hedgehog target genes. Transcription factor activity and DNA binding were the two most significant gene-sets over-represented among the 112 Shh-dependent Gli3-bound genes. We directly analyzed our gene set for overrepresentation of transcription factors by searching TRANSFAC version 2013.1 [31] and identified 26 TFs among the 112 unique genes with significant Gli3T-bound peaks (Figure 2D, Table S4), representing a significant enrichment (p = 0.0001, odds ratio = 2.7, Fishers exact test). Specifically, Shh transcriptional profiling and GLI3T chromatin interaction data both identified an enrichment of FOX gene family members, encoding Forkhead transcription factors, identifying FOX genes as potential SHF Hedgehog targets (Figure S2). 

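Table S4 lists 27 genes, and 24 of them were lower in the mutants, with a median log2 fold change of −0.68. By limma 25 could be tested, 6 were over 2-fold lower, 5 were called at an adjusted p under 0.05 over all probes and 17 when adjusted over the list alone, again a list chosen on these samples. The 5 were *Dlx1*, *Dlx2*, *Zic1*, *Tcfap2c* (log2 fold change −1.15, standard error 0.14, adjusted p = 0.0184) and *Etv2* (−0.89, standard error 0.14, adjusted p = 0.0399). Without wild-type pool 1 none of the 5 was called, with adjusted p of 0.105 for *Tcfap2c* and 0.193 for *Etv2*. With the replicate block these were 0.0668 and 0.0871, and 1 of the genes of Table S4 was called. By SAM, with the interquartile range filter and with array weights 7 were called. *Ptf1a* went the other way, at least 2.63-fold higher in the mutants and well above background in 2 of the 3 wild-type pools (adjusted p = 0.156). *Gtf2i* (0.08) and *Pou4f1* were the other genes not lower. *Dlx3* and *Foxb1* were too dim in both genotypes to be tested. Over-representation of transcription factors against the TRANSFAC database was not analysed here.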

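Of 40 genes with a Fox symbol on the array, 33 were tested. At the signature thresholds 1 of the 4 called genes was a Fox gene, *Foxf2* (odds ratio 153, two-sided Fisher's exact test, p = 0.00883, against the 14894 genes tested). At an adjusted p under 0.05 there were 3 among 109 called genes, *Foxf2* and *Foxi2* among them (odds ratio 13.9, Fisher's exact test, p = 0.00177). No Fox gene passed the signature thresholds with any 1 array left out, with the replicate block, with no filter on dim probes or in the authors' values. The odds ratio was then 0 without mutant pool 1 or mutant pool 4, where 2 and 1 genes were called in all, and could not be formed without any other array, where no gene was called. At 0.05, 1 or 2 Fox genes were called with an array left out, with odds ratios of 8.37 to 66.1. Over the 33 genes, 25 were lower and 8 higher, with a median log2 fold change of −0.12 and a mean of −0.32, and the family fell as a set (fry p = 0.0104 by rotation, camera p = 3.67e-07 with its preset correlation and 0.0197 with an estimated one). *Foxa3* rose most, by 0.74 (limma's adjusted p = 0.102). Table S1 holds 9 Fox genes, and each of them was lower here.

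**Figure D6:**
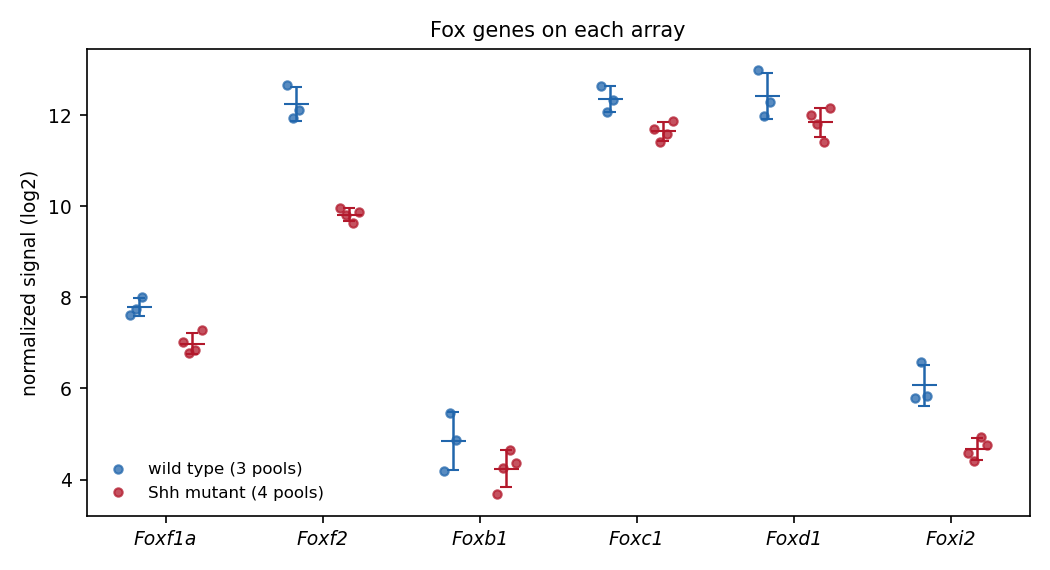
Normalized log2 array signal of 6 Fox genes, with 3 wild-type pools in blue and 4 Shh mutant pools in red (points), and the mean ± SD of each group. Foxf2 shows the widest separation between genotypes, and Foxb1 lies near the background in both.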

The set of 112 Shh-dependent Gli3T bound genes included four Fox transcription factors, *Foxb1* (64290), *Foxc1* (17300), *Foxd1* (15229) and *Foxf1a*, representing a significant enrichment (Figure 2E, p = 0.0001, odds ratio = 18.4).

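Of the other Fox genes in the intersection, *Foxc1* on chromosome 13 (31901257 to 31901316) had a normalized log2 signal of 12.35 ± 0.29 (SD, n = 3) in wild types and 11.64 ± 0.20 (SD, n = 4) in mutants. Its log2 fold change was −0.71 (standard error 0.17, limma's adjusted p = 0.137) with no overlap between genotypes. *Foxd1* (chromosome 13, 99126369 to 99126428) changed by −0.58 (standard error 0.25, adjusted p = 0.627) on 1 probe and −0.61 on another. Its pools overlapped, and the difference in means had p = 0.143 (exact permutation test, two-sided). *Foxb1* (chromosome 9, 69605802 to 69605861) was well above background in 1 of the 4 mutant and 2 of the 3 wild-type pools, so it was not tested and no fold is given. None of the 3 was called under any alternative. The paper reasons from the excess of Fox members in its profile and among the Gli3T-bound genes to Fox genes as candidate Hedgehog targets.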

### *Foxf1a* and *Foxf2* are downstream of *Shh* in the SHF

We investigated the hypothesis that *Foxf1a* and *Foxf2* expression was downstream of Hedgehog signaling in cardiac development. 

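*Foxf1a* on chromosome 8 (probe at 123610681 to 123610740) had a normalized log2 signal of 7.79 ± 0.20 (SD, n = 3) in wild-type pools and 6.99 ± 0.23 (SD, n = 4) in mutant pools. Each mutant pool was below each wild-type pool, and the difference in means had p = 0.0286 (exact permutation test, two-sided). The log2 fold change was −0.80 (standard error 0.16, limma's adjusted p = 0.0740), or 57.4% of the wild-type signal, and lay between −0.90 and −0.69 with 1 pool left out. It was called with array weights (−0.81, adjusted p = 0.00968) and by SAM, and over the alternatives the adjusted p reached 0.934. With array weights the wild-type mean rests mostly on wild-type pool 3. *Foxf2* on chromosome 13 (31723139 to 31723198) fell from 12.25 ± 0.37 (SD, n = 3) to 9.82 ± 0.14 (SD, n = 4). Its log2 fold change was −2.43 (standard error 0.18, adjusted p = 0.00187), or 18.6% of the wild-type signal, also with no overlap between genotypes. *Foxf2* lay between −2.58 and −2.22 with 1 pool left out, with adjusted p no higher than 0.0140. It stayed under 0.05 in 18 of 19 alternatives fixed beforehand, the exception being the authors' values (−3.09, adjusted p = 0.934), where the arrays differ in level.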

*Shh*-dependent expression of both genes in the SHF was confirmed by qPCR: *Foxf1a* expression was reduced by 50% (p = 0.05) and *Foxf2* was reduced by 80% in the SHF of *Shh^−/−^* versus wild-type controls (p = 0.01) (Figure 1D). *In-situ* hybridization to evaluate the patterning of expression showed that *Foxf1a* and *Foxf2* were both expressed in the posterior SHF, but not in the heart, in wild-type embryos at E9.5, with *Foxf1a* expression extending more ventrally than *Foxf2* to include the DMP (Figures 3A, A′, E, E′). Mesenchymal expression of both *Foxf1a* and *Foxf2* demonstrated a severe decrement in *shh^−/−^* mutant embryos (Figures 3B, B′, F, F′).

**Figure 3:**
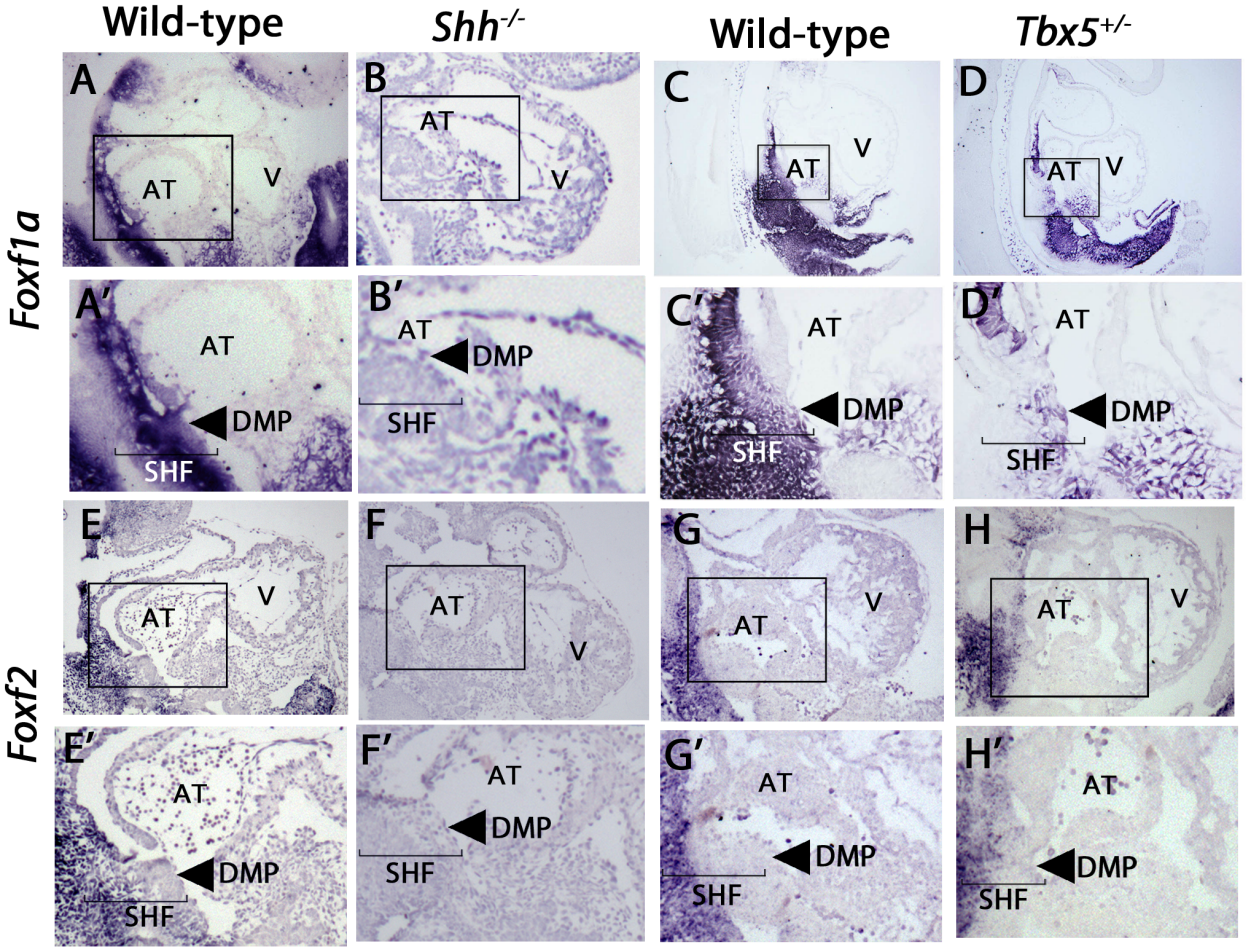
Expression of *Foxf1a* and *Foxf2* in *shh^−/−^* and *Tbx5^+/−^* mutants embryos at E9.5. In-situ hybridization demonstrated SHF expression of both *Foxf1a* and *Foxf2*, with a loss of SHF expression of *Foxf1a* in *Shh* mutants, (A, B) and a near-complete loss of *Foxf2* in *Shh* mutants (E, F). *Tbx5* heterozygotes expressed *Foxf1a* at decreased levels specifically in the posterior SHF tissues (C, D), whereas *Foxf2* expression patterns were unchanged (G, H). Arrow: dorsal mesenchymal protrusion tissues in A′–H′, Brackets: SHF mesenchymal tissues. AT: Atrium, V: Ventricles.

In a search for common targets between *Tbx5* and Hedgehog signaling in the SHF, we tested whether *Foxf1a* and/or *Foxf2* SHF expression was *Tbx5-*dependent. We performed *in situ* hybridization for *Foxf1a* and *Foxf2* in *Tbx5* ^+/−^ heterozygous mutant embryos (MGI: 2387850), which demonstrate 40% penetrance of AVSDs [15]. *Foxf1a* but not *Foxf2* expression demonstrated significant reduction in *Tbx5* heterozygotes at E9.5. In *Tbx5* ^+/−^ embryos, *Foxf1a* expression was specifically decreased in the posterior SHF (Figure 3C, C′, D, D′, arrow) in the area of expression overlap with *Tbx5* expression [6]. In regions where *Foxf1a* expression does not overlap with *Tbx5* expression, such as the anterior SHF, *Foxf1a* expression appeared normal (Figure 3D, D′). *Foxf2* expression in *Tbx5* ^+/−^ embryos appeared unaltered compared to wild-type embryos (Figure 3G, G′, H, H′). Taken together, this analysis demonstrates that posterior SHF *Foxf1a* expression was *Shh*- and *Tbx5*-dependent whereas *Foxf2* pSHF expression was *Shh*-dependent alone.

### *Foxf1a* and *Foxf2* are required for atrioventricular septation

We hypothesized that *Foxf1a* and *Foxf2* were required in a dosage sensitive manner for atrioventricular septation. We analyzed the cardiac anatomy of embryos from an intercross between *Foxf1a* ^+/−^ and *Foxf2* ^+/−^ at E14.5, when cardiac septation is normally complete. *Foxf1a^+/−^*; *Foxf2* ^+/−^ double-heterozygote embryos all exhibited atrioventricular septal defects (Figure 4D, D′ asterisk; p = 0.03). Primum-type atrial septal defects, characterized by absence of the dorsal mesenchymal protrusion, were observed in each case (Figure 4D, D′). Additionally, *Foxf1a* ^+/−^; *Foxf2* ^+/−^ double-heterozygotes displayed larger than normal mesenchymal caps covering the primary atrial septum (Figure 4D′ arrow), an observation in keeping with the known redundant requirement for *Foxf1a* and *Foxf2* in limiting mesenchymal growth in other contexts [32]. Atrial septal defects were never observed in *Foxf1a* ^+/−^ (Figure 4B, B′) or *Foxf2* ^+/−^ (Figure 4C, C′) single-heterozygotes or wildtype control littermate embryos (Figure 4A, A′). We concluded that *Foxf1a* and *Foxf2* are redundantly required for atrioventricular septation.

**Figure 4:**
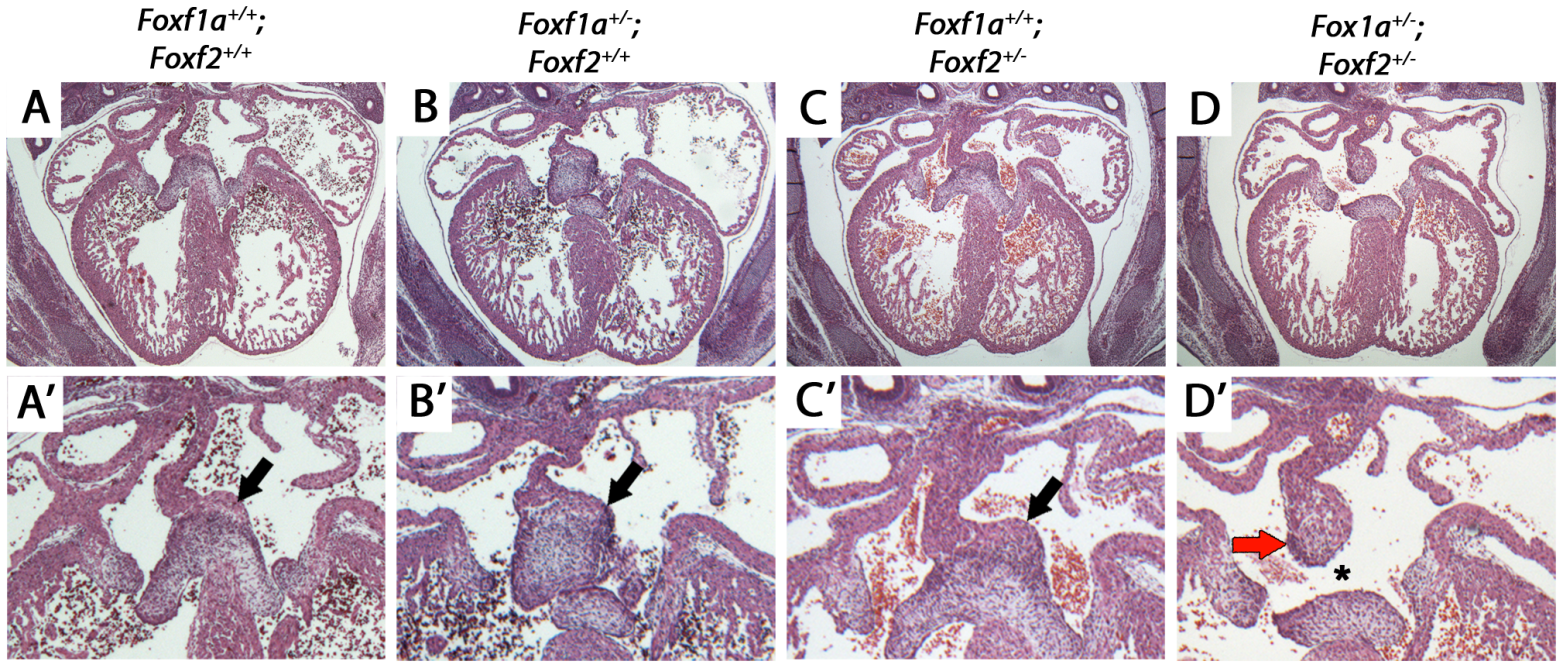
Atrioventricular septal defects in *Foxf1a^+/−^; Foxf2^+/−^* compound heterozygote embryos at E14.5. *Foxf1a^+/−^; Foxf2^+/−^* embryos displayed atrial septal defects including absence of the dorsal mesenchymal protrusion (D, D′, black arrows). Compound heterozygotes also displayed expanded mesenchymal cap of primary atrial septum (red arrow) (D, D′). Wild-type (A, A′), *Foxf1a^+/−^* (B, B′), and *Foxf2^+/−^* embryos (C, C′) showed no atrial septal defects. P-values (Fisher's exact test): *Foxf1a* ^+/−^ (9 embryos) vs wild-type (4 embryos) = 1; *Foxf2* ^+/−^ (2 embryos) vs wild-type = 0.33; *Foxf1a^+/−^; Foxf2^+/−^* (3 embryos) vs wild-type = 0.03.

### A cis-regulatory element at *Foxf1a* binds TBX5, GLI1, and GLI3 *in vivo*

We hypothesized that *Foxf1a* may represent a direct downstream target of Hedgehog signaling and/or Tbx5 in the SHF. We identified *Foxf1a* as a candidate direct target based on unbiased interrogation of GLI3T and TBX5 transcription factor chromatin interaction and transcriptional profiling data sets. We intersected our SHF GLI3T ChIP data set (Figure 2B) with a published TBX5 ChIP-seq data set generated from HL-1 cardiomyocytes [33] to define regions with potential co-occupancy of both transcription factors. The intersection of the ChIP-seq datasets identified a single overlapping interaction peak for Gli3T (in the SHF (Figure 2B)) and TBX5 (in HL-1 cardiomyocytes) [33] located approximately 90 kb upstream of the *Foxf1a* transcription start site (Figure 5A and Figure S3). The *Foxf1a* transcriptional start site is the closest protein-coding gene to the described peak. The transcriptional start site for a non-coding RNA is located approximately 1.3 kbp upstream of *Foxf1a*, oriented in the opposite direction [34]. Closer interrogation of the sequence underlying the interaction domains revealed a conserved canonical T-box binding site (AGGTGTGG; chr 8, nucleotides 123,517,714–721, NCBI137/mm9 assembly) and a conserved canonical Gli binding site (GGACCACCCAGC; chr 8, nucleotides 123,517,754–762, NCBI137/mm9 assembly) within 30 base pairs of one another (Figure 5A). We evaluated the sequence information content for these sites from our SHF Gli3 ChIP-seq experiment and found close agreement with published binding sites for Gli3 [23], [33]. This chromatin interaction data in combination with the *Tbx5* and Hedgehog signaling-dependent *Foxf1a* SHF expression (Figure 3) identified this conserved region (mouse chromosome 8, nucleotides 123,517,714–762) as a candidate *Foxf1a* cis-regulatory element.

**Figure 5:**
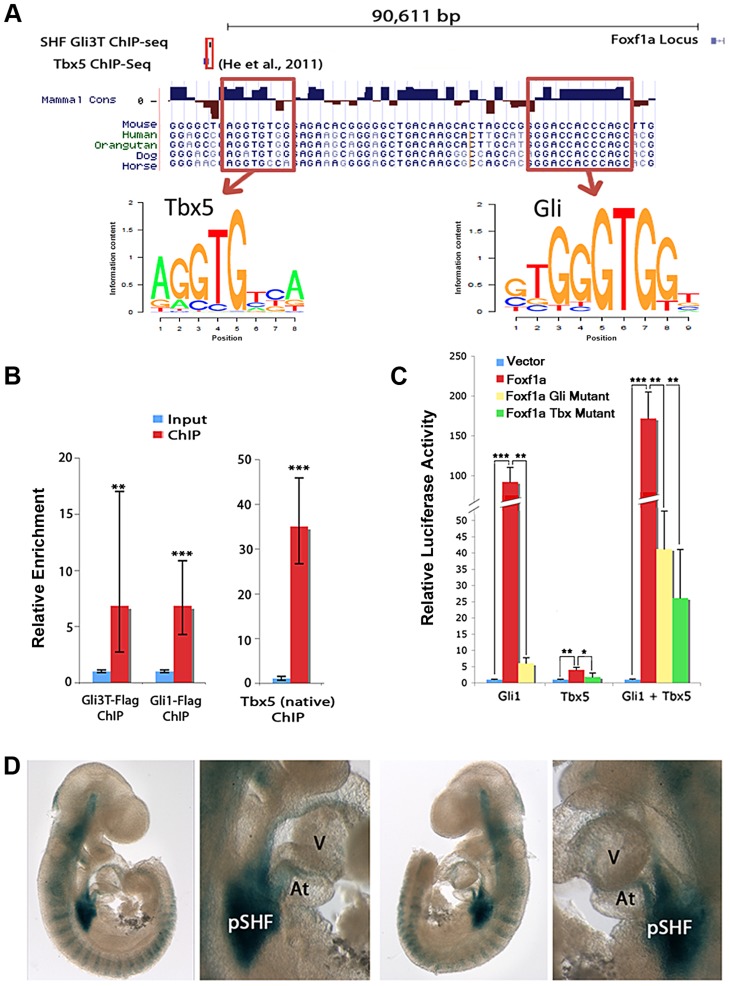
Integration of Hedgehog and Tbx5 activity on an enhancer at *Foxf1a*. (A) Integration of Hedgehog and Tbx5 activity on an enhancer at *Foxf1a*. ChIP-seq for GLI3 (Figure 2) and TBX5 [35] identified a candidate *Foxf1a* enhancer. (B) ChIP-PCR from microdissected pSHF for GLI3, GLI1 and TBX5 demonstrated *in vivo* binding of each factor to the candidate enhancer. (C) Luciferase assays demonstrated that GLI1 and TBX5 individually and together synergistically activated the enhancer. Activation of enhancer with mutated GLI binding sites was significantly reduced by GLI1; however, synergistic GLI1/TBX5 activity is largely maintained. Activation of enhancer with mutated TBX binding sites was reduced cells transfected with TBX5 alone, but activation in cells transfected with both GLI1 and TBX5 was still relatively high. (D) Representative images of the enhancer activated specific posterior SHF expression of *lacZ* in transient transgenic embryos at E9.5. Atria: At; Ventricle: V. P-values:, * indicates p<0.05, ** indicates p<0.01, *** indicates p<0.001.

We evaluated the binding of TBX5 and the Hedgehog transcriptional regulators GLI1 and GLI3 to the candidate cis-regulatory element at *Foxf1a in vivo* in the SHF. We evaluated TBX5 binding *in vivo* by performing ChIP using an anti-TBX5 antibody on the micro-dissected wildtype SHF at E10.5 and observed 35-fold enrichment of the cis-regulatory element in the TBX5-immunoprecipitation fraction compared to the input fraction by qPCR (Figure 5B). We evaluated GLI1 and GLI3T binding *in vivo* by performing ChIP on the micro-dissected SHF of mice carrying either a *Cre*-activated flag-tagged *Gli3* (*RosaGli3T^Flag c/c^*) or *Gli1* allele (*RosaGli1^Flag c/c^* MGI: 4460761) in concert with the *Nkx2.5-Cre* (MGI 2654594), broadly expressed cardiac tissues and progenitors. We performed ChIP using an anti-flag antibody on the SHF from R26R-Gli3-flag*^Nkx2.5-Cre/+^* or R26R-Gli1-flag*^Nkx2.5-Cre/+^* embryos at E10.5 and observed, respectively, 6.8-fold and 7.1-fold enrichment of the *Foxf1a* cis-regulatory element in the GLI1- and GLI3T-overexpressing embryos over the input control by qPCR (Figure 5B). We also evaluated two genomic loci between our identified binding site and the *Foxf1a* transcription start site to determine whether nonspecific pulldown occurred in our ChIP experiments. These loci were not significantly enriched in the IP'd DNA (Figure S4) These results validate *in vivo* SHF binding of TBX5, GLI1, and GLI3 to the candidate cis-regulatory element at *Foxf1a*.

### A cis-regulatory element at *Foxf1a* integrates Tbx5 and Hedgehog activity

We hypothesized that the conserved, adjacent, and functional *in vivo* Gli and Tbx5 binding sites may integrate *Tbx5* and Hedgehog activity as a component of a downstream gene regulatory network. We evaluated the activity of TBX5 and GLI1 on the candidate *Foxf1a* enhancer *in vitro*. The conserved element was cloned into a pGL4.23 vector containing a minimal promoter driving luciferase as a transcriptional readout and was transfected into HEK293T cells along with expression vectors for Gli1 and/or Tbx5. Co-transfection with the expression vector for Gli1, a Hedgehog-responsive transcriptional activator, provided a 91.9-fold induction of luciferase activity (p = 0.0017). Co-transfection with the expression vector for Tbx5 alone provided a 3.9-fold increase of luciferase activity (p = 0.039). Co-transfection with both Gli1 and Tbx5 expression constructs provided a 171.6-fold increase in luciferase activity (p = 0.00091), demonstrating synergistic activity between these transcriptional co-activators (Figure 5C).

We assessed the requirement of TBX5 and GLI binding sites for transcriptional activation of the enhancer. To assess the requirement of TBX5-dependant transcriptional activation of the enhancer on TBX5 binding sites, a TBX5-mutant enhancer-luciferase construct with the 7 base pair core of 3 canonical TBX binding sites was generated by site-directed mutagenesis. This TBX5-mutant construct eliminated transcriptional activation by TBX5 alone (p = 0.04) and limited transcriptional activation by TBX5 and GLI1 together (p = 0.006) (Figure 5C). A GLI-mutant enhancer-luciferase construct was also constructed with the 8 base pair core of 3 canonical binding sites altered by site-directed mutagenesis (see materials and methods). This GLI-mutant construct profoundly diminished transcriptional activation by GLI1 alone (p = 0.001) (Figure 5C). Interestingly, transcriptional activation by TBX5 and GLI1 on the GLI-mutant enhancer construct was only modestly abrogated luciferase compared to the activity of GLI1 and TBX5 on the wild-type enhancer (p = 0.003).

### SHF-specific *in vivo* expression of the cis-regulatory element at *Foxf1a*

We hypothesized that the cis-regulatory element at *Foxf1a* may integrate Hedgehog signaling and Tbx5 activity as a SHF-specific enhancer *in vivo*. We cloned the *Foxf1a* genomic region into an *Hsp68*-*LacZ* expression construct, whose minimal promoter affords no intrinsic *in vivo* expression activity [35]. We evaluated the enhancer activity of the *Foxf1a* genomic fragment by evaluating *LacZ* expression in transient transgenic mouse embryos at E9.5. The posterior SHF demonstrated strong *lacZ* expression and was the only anatomic region demonstrating consistent and robust expression in the 8 transgenic embryos genetically positive for *LacZ* (Figure 5D). Interestingly, the SHF region with the most consistent and robust expression was the area of overlap between Hedgehog signaling and Tbx5 expression [6], including the early dorsal mesenchymal protrusion and surrounding mesenchyme of the posterior SHF (less frequent and intense expression was also observed in other anatomic locations that receive Hedgehog signaling outside of the Tbx5 expression domain, including the anterior SHF (5/8), anterior lateral plate mesoderm (5/8) and somites (2/8) (Figure 5D). These observations, in concert with the *in vitro* analysis suggested that Hedgehog and Tbx5 act synergistically to provide strong reproducible transcriptional activation of this enhancer in the posterior SHF.

## Discussion

Identification of the gene regulatory networks required for atrioventricular septation will be the basis for a mechanistic understanding of AVSDs, a common severe form of CHD. We investigated Hedgehog-dependent networks and implicated *Foxf* genes for the first time in vertebrate heart development. We examined the overlap between Hedgehog pathways and Tbx5, both known to be integral in the pSHF for atrioventricular septation. Using transcription factor-chromatin interaction data, we identified a cis-regulatory element at *Foxf1a* that bound both TBX5 and the Hedgehog pathway transcriptional activator GLI1. *In vitro* analysis of TBX5 and GLI activity on the cis-regulatory element at *Foxf1a* proved predictive of *in vivo* biology: this enhancer exhibited strong transcriptional activation only in the pSHF region where Tbx5 expression and Hedgehog signaling intersect. This region is the location of atrial septum progenitors [5], where both Hedgehog signaling and Tbx5 are required for atrioventricular septation (Figure 6) [4]–[6]. These observations provide molecular detail for the genetic interaction between Tbx5 and Hedgehog signaling in atrioventricular septation.

**Figure 6:**
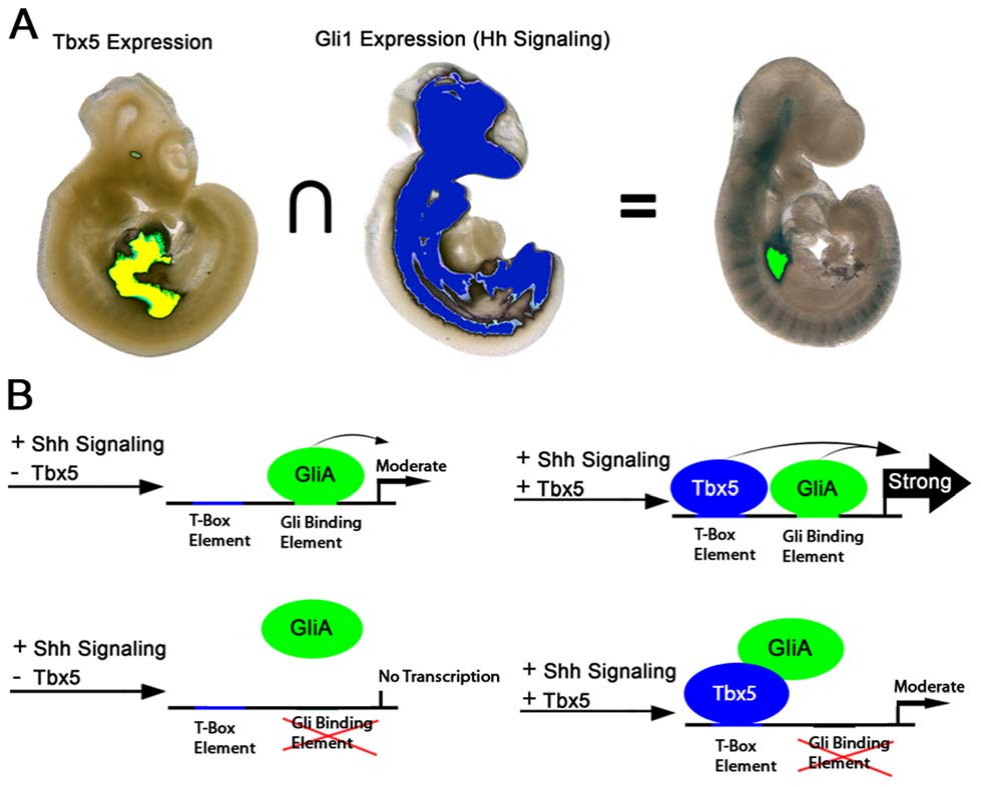
Model for Hedgehog/Tbx5 interaction. (A) Intersection of *Tbx5* expression, restricted to the posterior SHF and heart, and *Gli1* expression, broadly expressed in axial mesenchyme and brain but excluded from the heart, is the posterior SHF. Activation of TBX5/GLI1 responsive enhancer is observed principally in the overlap between the *Tbx5* and *Gli1* expression domains. (B) In the presence of GLI activator (GLIA) alone, the enhancer is weakly active. In the presence of both GLIA and TBX5 is transcription from the enhancer strongly activated. When the GLI binding site is mutated, GLIA alone is insufficient to activate strong expression, but GlLIA may interact with TBX5 to activate expression more strongly than TBX5 alone.

### Foxf transcription factors are required in the SHF for atrial septation

Our observations identified a requirement for the Forkhead-box transcription factors *Foxf1a* and *Foxf2* in heart development. Compound haploinsufficiency for both *Foxf1a* and *Foxf2* caused an atrial septal defect of the primum type, an atrioventricular septal defect characterized by absence of the dorsal mesenchymal protrusion. *Foxf1a* and *Foxf2* were expressed selectively in the SHF, not in the heart (Figure 3). The requirement for *Foxf* genes in atrioventricular septation (Figure 4) provided further support for a model of atrioventricular septation as driven by molecular events in SHF cardiac progenitors as opposed to in the heart itself. We found that *Foxf1a* and *Foxf2* are required downstream of Hedgehog signaling in atrioventricular septation, adding cardiac development to the previously described Hedgehog-dependent role for *Foxf* genes in murine gut development [32], [36]–[37]. Atrioventricular septal defects are also observed in *Shh*-null mutant embryos [10]. Because *Foxf1a* and *Foxf2* expression were each decreased in the SHF by more than 50% in *shh^−/−^* null embryos (Figure 1D), *Foxf1a* ^+/−^; *Foxf2* ^+/−^ double heterozygote embryos provided a reasonable developmental facsimile of their diminished expression levels in *shh^−/−^* embryos. The observation that *Foxf1a* and *Foxf2* compound haploinsufficiency resulted in AVSDs is therefore consistent with the supposition that *Foxf1a* and *Foxf2* are essential components of the Hedgehog-dependent SHF gene regulatory network.

*Foxf* genes have also been previously implicated in cardiac specification in the ascidian *Ciona intestinalis* [38], [39]. In ascidians, the single *Foxf* orthologue lies at the center of a pathway regulating numerous migration-related cellular processes, such as polarity, migration and membrane protrusion in trunk ventral cardiac progenitor cells [38], [39]. *Ciona* trunk ventral cells with disrupted Foxf activity fail to migrate properly, but still differentiate into cardiac tissue at an improper location. Interestingly, removing Hedgehog signaling from the mouse SHF causes a migration failure of SHF progenitors [4], [5]. Like the *Ciona* trunk cells without *Foxf*, SHF cells without Hedgehog responsiveness differentiate into cardiomyocytes, but their altered migration causes AVSDs [5]. Future efforts will determine whether the requirement for *Foxf* genes in cardiac progenitor migration is a conserved feature of mammalian cardiac development.

### A SHF cis-regulatory element integrates Tbx5 and Hedgehog pathways: Building a gene regulatory network for cardiac septation

Genetic interaction and rescue experiments investigating the requirement for Hedgehog signaling and Tbx5 in atrioventricular septation were consistent with Tbx5 acting either in parallel or upstream of Hedgehog signaling in atrioventricular septation [6]. Our interrogation of these pathways on a cis-regulatory element at *Foxf1a* provides molecular detail for their interaction. We observed that TBX5 and GLI1, the Hedgehog-dependent transcriptional activator, synergistically activated the cis-regulatory element *in vitro* (Figure 5C) predicting strong activation of expression in areas of overlap between Tbx5 expression and Hedgehog signaling. This prediction held *in vivo*, where transcriptional activity of the enhancer was strong and reproducible only in the posterior SHF region, where Tbx5 expression and Hedgehog signaling overlap (Figures 5D and 6). This work is consistent and a model describing a SHF-specific gene regulatory network driven by GLI1 and TBX5 and essential for atrioventricular septation (Figure 6). This model provides specific predictions for the logic underlying enhancer choice in the SHF with ramifications for understanding the molecular and biochemical basis of atrioventricular septation and clinical AVSDs.

## Materials and Methods

### Ethics statement

Mouse experiments were completed according to a protocol reviewed and approved by the Institutional Animal Care and Use Committee of the University of Chicago, in compliance with the USA Public Health Service Policy on Humane Care and Use of Laboratory Animals.

### Mouse lines and handling

The *Shh^−^* line was obtained from the Jackson laboratory. The Tbx5^+/−^ mice have been previously reported [15]. *Foxf1^+/−^* and *Foxf2^+/−^* mouse lines were generated in the Kalinichenko lab (Cincinnati Children's Hospital Medical Center) by breeding *Foxf1a^fl/fl^* and *Foxf2^fl/fl^* mice with EIIA-Cre transgenic mice (Jackson Lab). Mef2c-AHF-Cre [24], ROSA26-Gli1 [40] and ROSA26-Gli3T [23] were reported previously.

### Dissection techniques

For ChIP, transcriptional profiles and in-situ hybridizations, embryos were dissected in nuclease-free PBS on ice. For SHF microdissection procedures, head tissues anterior to the heart were removed, as were tail tissues posterior to the heart. Portions of these tissues were retained for genotyping if necessary. Neural tube tissues were also removed. The SHF mesenchyme was bisected into anterior and posterior portions when necessary, and then removed from the cardiac tissue (Figure 1A).

### Transcriptional profiling

*Shh^+/+^* and *Shh^−/−^* embryos were dissected as described above at E9.5. SHF tissues from these embryos were pooled to isolate sufficient amount of RNA for synthesis of labeled cRNA. Transcriptional profiles were performed using Agilent Mouse Whole Genome Arrays *mgug4122a*.

### ChIP

Microdissected SHF tissues were grouped into pools of approximately 50. Tissues were briefly fixed in 1.8% formaldehyde, then washed and homogenized. Sonication was performed with a Misonix 4000 sonicator until the sheared chromatin was approximately 100–300 bp in length. Input control samples were reserved prior to overnight immunoprecipitation with the appropriate antibody bound to magnetic Dynabeads (Invitrogen). Beads were precipitated and washed, the chromatin was eluted, de-crosslinked and purified using a PCR cleanup kit (Qiagen). To determine fold enrichment, qPCR was performed using input controls compared with DNA bound to immunoprecipitated proteins, using primers specific to the site of interest as well as primers to two sites not expected to be enriched.

### Gli3-bind peaks and the enriched motifs derived from ChIP-seq

#### RNA extraction and ChIP-seq

To prepare the ChIP-seq library, chromatin was fixed and sonicated to 300–500 bp fragments, then was immunoprecipitated, eluted, de-crosslinked and column-purified before submission for sequencing. High-throughput sequencing was performed on Illumina Genome Analyzer following the manufacturer's protocols. The raw data was deposited in GEO with an accession number GSE44755.

#### Binding peaks

Gli3T ChIP-Seq immunoprecipitated product (IP) was compared to the input from SHF tissue dissected from mouse embryos at E9.5. The raw IP sequence reads were first trimmed 8 bps on the left end for two reasons: 1) they showed unexpected low quality and 2) they were 8 bps longer than the input reads. Then we used Bowtie aligner software to map ChIP-seq and control sequencing reads to the mouse reference genome build mm9. The genome-wide locations of Gli3-binding peaks were identified using a model-based analysis of ChIP-seq (MACS) algorithm version 2.

#### Motif identification

Motifs were identified using HOMER software by the default parameters. Visualization was conducted using R and a local mirror of the UCSC Genome Browser with customized data.

#### Candidate Gli3-targets annotation

The Gli3-bound sites were first annotated to the mouse mm9 assembly genome by HOMER software to the nearest transcription start sites (TSSs). Additional genes were included following analyses that localized them to the same chromosome within 100 kbp distance to any Gli3T-bound peaks. These genes were annotated using Bioconductor packages *biomaRt* version 2.14.0 and *ChIPpeakAnno* version 2.6.0.

### Shh-dependent transcriptomic alteration derived from microarray

#### Data pre-process

Expression of the pooled RNAs (8 Shh^−/−^ pools and 7 Shh^+/+^ pools) were extracted by Feature Extraction Software (v. 10.5.1.1) available from Agilent, using the default variables. Outlier features on the arrays were flagged by the Bioconductor [41] package *Agi4x44PreProcess* and were excluded. Raw feature intensities (the meanSignals) were background corrected, varance stabilizing normalization (VSN) normalized and log2 transformed [42]. As has been noted in previous studies, non-expressed probes are merely background noise and thus no longer track the expression of genes, lower expressed probes were filtered to increase true positive on the array [43]. As a result, 11,469 probes (encoding 8,867 out of 20,674 genes on the array) were retained for signature identification that met the following three criteria: 1) Met a minimum criterion of signal quality flagged by Agilent Feature Extraction; 2) Cross-sample expression fell into the top half of the inter-quartile range (IQR); 3) Presented known genes as annotated by Biocondctor package *mgug4122a.db* version 2.6.3. 

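With an interquartile range filter above the median added to the filter on background, 11563 probes of 9009 genes remained here. Limma called 11 of them, for 10 genes, at the signature thresholds, 10 lower and 1 higher in the mutants, and 177 at an adjusted p under 0.05. With no filter on dim probes 34747 probes of 21475 genes were tested, of which limma called 0 at the signature thresholds and 38 at 0.05, 73.7% of them lower, with 2205 at an unadjusted p under 0.05.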

The raw data was deposited in GEO with an accession number GSE44754.

#### Data analysis

To identify Shh-dependent gene signature, the whole mouse genome gene-expression was compared between *Shh* mutant samples and wide-type controls, using R and Bioconductor package *samr* (unpaired two-class t-statistic, 100 permutations) [44]. The resultant p-values of all genes with at least 2-fold changes (computed by *samr*) were corrected for multiple testing using the Q-value adjustment. Differentially expressed genes were identified that had a Q-value less than 0.5%. The hypergeometric test for all Gene Ontology biological processes was performed using Bioconductor package *GOStats*.

### Tbx5-dependent microarray transcriptomic data analysis

#### Data pre-process

Analysis performed was identical to that used to identify Shh-dependent transcriptomic alterations. Briefly, VSN [42] was used to do between arrays normalization, and the resultant expression measurements were log2 transformed. The raw data was deposited in GEO with an accession number GSE43599. A Q-value <0.05 indicated significantly differentially expression.

#### Candidate Tbx5 and Gli3 co-targets

Tbx5-bound peaks derived from ChIP-seq were recently published using HL-1 cells [33]. These Tbx5 binding sites were annotated by HOMER software to the nearest transcription start sites (TSSs) in the mouse mm9 reference genome. As T-box motif is significantly enriched among the 119 Shh-dependent and Gli3-binding peaks in SHF, we further searched for candidate Tbx5 and Gli3 co-targets, using HOMER software (Figure 5A).

We checked the intersection of transcriptomic altered genes dependent on either Tbx5 or Shh that intersected with Tbx5 and Gli3 bound genes. The list of resultant genes includes those with S*hh*- or *Tbx5*-dependent expression on the microarray experiments and being located within 100 kbp distance to a Gli3-bound region derived from the ChIP-seq experiment. These genes were further annotated using Bioconductor package biomaRt version 2.14.0.

### Data accession

ChIP-seq and microarray data were deposited in the Gene Expression Omnibus (GEO) database with a super accession number GSE44756.

### *In-situ* hybridization

*In-situ* hybridization was performed as in Moorman et al. [45] with slight modifications. Specifically, after post-hybridization washes with 50% formamide/2X SSC, specimens were incubated for 30 minutes at 37 degrees C in 20 ug/ml RNase A to remove unbound probe and reduce nonspecific staining. All *in-situ* hybridization experiments were performed on a minimum of three control and three experimental embryos.

### Luciferase assays

Expression vectors for *Gli1* and *Gli3T* were obtained from the Vokes lab. *Tbx5* was cloned into the pCDNA 3.1 expression construct [20] *Foxf1a* fragment was cloned into the pGL4.23 vector (Promega). Expression and reporter vectors were transfected into HEK293T cells using FuGENE (Promega). Cells were cultured for 48 hours after transfection, then lysed and assayed using the Dual-Luciferase Reporter Assay system (Promega).

### Transient transgenics

The *Foxf1a* enhancer and minimal promoter used in the luciferase assays were subcloned from the pENTR vector into the Hsp68-LacZ vector [35] using the Gateway system (Invitrogen). The resulting construct was digested with NotI enzyme to remove the pBlueScript backbone, gel-purified, injected into fertilized mouse eggs at the University of Chicago Transgenics Core Facility and implanted into female mice. Embryos were harvested at E9.5 and stained as described previously [5].

## Supporting Information

Figure S1 Optimized *shh*-dependent candidates for in vitro validation. Panel A) 65 genes generated from all three statistical tests on the same data are interrogated. 

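The arrays were clustered on the 23025 probes that had a value on all 7, since the list of 65 genes is not among the supplementary tables. With 1 minus Pearson's correlation and average linkage, mutant pools 1 and 2 separated from the other 5 arrays, so that the first division left 2 arrays on the wrong side of a split by genotype. With Euclidean distance and complete linkage, mutant pool 2 and wild-type pool 4 separated first, which left 3 on the wrong side.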

Panel B) Hierarchical classification of samples based on the expression of these 65 genes splits *Shh* mutants from wild types.
(TIF) Click here for additional data file.

Figure S2 Known mouse Forkhead-box genes are enriched among the identified *shh*-dependent and Gli3T-bound genes.
(TIF) Click here for additional data file.

Figure S3 Browser views of the actual sequence mapping profiles between the identified *Gli3*-bound site and *Foxf1a* TSS. The two top panels show the estimated enriched peaks and the density measurements respectively. The two bottom panels are the genome (mm9) coordinates and the RefGenes.
(TIF) Click here for additional data file.

Figure S4 Genomic regions near the *Foxf1a* gene but without identified Gli or Tbx binding sites were tested in Gli1-Flag, Gli3-Flag, and Tbx5 ChIP samples as controls for specificity. Neither of these sites significantly amplified over input controls, suggesting that the Gli and Tbx5 ChIP was specific for the identified enhancer.
(TIF) Click here for additional data file.

Table S1 A 560-gene signature (640 probesets) was identified by comparing shh−/− mutant mouse embryos (n = 4) with wild type embryos (n = 3).

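For the 640 probes of Table S1, the log2 of the table's fold changes equalled the difference between genotype means of the authors' deposited log2 values, with a largest difference of 4.43e-06. Those values put the arrays on unequal levels. The array median was highest in mutant pool 4, at 9.93, and that of mutant pool 2 (−3.65 relative to the median of the other 6) was lowest. The median of all tested probes was −0.54 (mutant minus wild type) in the authors' values and 0.01 after the normalization used here. Of the 640 probes, 634 had the table's direction here, with a Pearson correlation of 0.836 across probes, which are not independent replicates. Their median change was −0.61 here and −1.18 in the table, 121 were over 2-fold (103 lower and 18 higher) and 579 were tested. Limma called 60 at an adjusted p under 0.05 and 5 at the signature thresholds. At 0.05 the 60 became 8 without wild-type pool 1, 9 without mutant pool 3, 22 without mutant pool 2 and at most 61 with another array left out, and 10 with the replicate block. The count rose to 191 with array weights, 127 by SAM and 103 with the interquartile range filter. In the authors' values 644 of the tested probes were over 2-fold, 97.2% of them lower, whereas here there were 173, 60.1% lower. With each array of the authors' values set to 1 median there were 248, 41.5% lower. On the authors' values limma called 0 probes at 0.05 (28 at an unadjusted p under 0.05) and SAM called 0 at the signature thresholds, with a lowest q of 0.6. Of the 15 probes with the largest and smallest fold changes in Table S1, 8 kept the direction and a fitted change over 2-fold here, though *Mccc2* and *Fbn1* were not well above background on every array of either genotype, and 3 of them (*Parp6*, *Accn2* and *Mccc2*) have 1 spot of high local background each. The others included *Pax1*, both probes of *Hhip*, and *Hes5* (−2.64, adjusted p = 0.102). For *Parp6*, *Accn2*, *Mccc2*, *Mga*, *Pak3*, *Fut8*, *Rhbdf1* and *Ptcd3*, 1 spot on 1 array had a local background of 3670 to 516686 intensity units, over 10 times its array's median. With that spot left out, and the authors' arrays set to 1 median, their changes lay between −0.26 and 0.28.

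**Figure D7:**
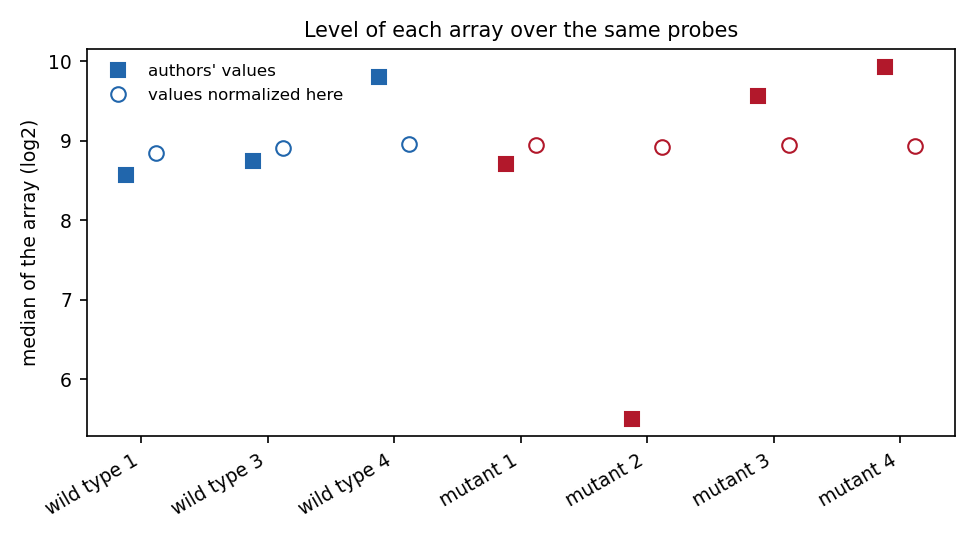
Median log2 value of each array over the same probes, in the authors' values (filled squares) and as normalized here (open circles), with wild-type pools in blue and Shh mutant pools in red. The authors' median is lowest in mutant pool 2, and those normalized here lie close together.

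**Figure D8:**
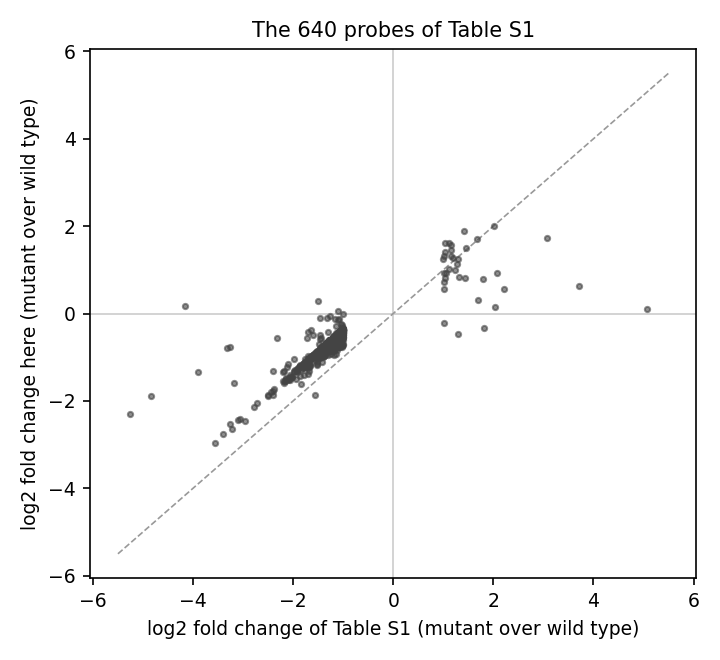
Log2 fold change (mutant over wild type) of the 640 probes of Table S1 in the table (horizontal axis) and as normalized here (vertical axis), 1 point per probe, with the line of equality dashed. Most points lie nearer 0 here than in the table.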

(XLS) Click here for additional data file.

Table S2 The identified 1316 significant Gli3-bound regions.
(XLS) Click here for additional data file.

Table S3 The 112 Shh-dependent and SHF Gli3-bound genes (119 peaks).
(XLS) Click here for additional data file.

Table S4 The 26 are transcription factors according to TRANSFAC database version 2013.1, among the 112 Shh-dependent Gli-bound genes.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

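RNA from pools of posterior second heart field tissue dissected at E9.5 was measured on 7 single-colour Agilent mouse arrays, 4 from *Shh* mutant pools and 3 from wild-type pools. The authors' deposited scan files hold, per spot, signal and background as intensity read by Feature Extraction 10.5.1.1, and the authors' normalized values are on the log2 scale. Each array holds 43379 spots for 41174 probes, and no spot was saturated. Condition and replicate number were taken from the labels. The labels' strain and genotype entries are exchanged in content and were read by what they say.

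Mean signals less the local background of each spot were corrected by normexp, with mean and SD of the remaining background from the negative control spots. They were normalized by VSN (own implementation, trimming share 0.9, 7 iterations, 5 strata) and expressed as log2. On simulated arrays with scales up to 4-fold apart, the medians after this VSN differed by at most 0.02. Linear models used limma 3.58.1 in R 4.3.3, with tables handled by data.table 1.17.8. SAM was written from its published statistic, with all 35 splits in place of 100 random permutations and the median number of false calls. The 3 tests of the stringent list were an exact two-sided Wilcoxon test, a false discovery rate of the equal-variance t over all splits, and the fold change. At least 2 arrays with a value were required per group.

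The choices of main method and of the alternatives were made before the data were examined. Genes were named when the paper names them, or when they were among the 10 largest changes in a direction with an adjusted p under 0.05, the same sign in all 3 same-slide pairs and no overlap between genotypes. *Dleu7* was added after its value was seen.

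The labels' replicate number marks a shared slide. The correlation of the deviations from the genotype means between arrays of a slide was 0.193, 0.243 and 0.0332, against a mean of −0.05 and a range of −0.22 to 0.186 over 9 pairs from different slides. Slide was therefore an alternative, as a fixed block and as a random one (consensus correlation 0.102).

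These alternatives were scaling to the 75th percentile, quantile normalization, no background correction, the authors' values, no filter on dim probes, an interquartile range filter, outlier spots kept, SAM, array weights, both slide models, a variance trend with signal, looser thresholds, and leaving out each array. The 75th percentile scaling took the processed signals of Feature Extraction, without normexp or VSN. Array weights were fitted gene by gene, since the default estimate did not converge and gave wild-type pool 3 a weight of 42.7, against 5.67 here. The weights of wild-type pools 1 and 4 were 0.575 and 0.676, so the weighted wild-type mean rests mostly on wild-type pool 3. Added after seeing the data were the saddle-point estimate for normexp, VSN of background-subtracted signals, the authors' values set to 1 median per array, SAM on the authors' values with the interquartile range filter, and the replicate block in the marker list tests.

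The tests were tried on 7 simulated arrays of 10000 probes with 200 changed probes. At a log2 change of 1, limma at the signature thresholds called 0% of these and SAM 9%. At 2 they called 73.8% and 71.4%, and the 3 tests 72.4%. At an adjusted p under 0.05 limma called 32.3% of changes of 1 and 90.2% of changes of 2, with 4.72% and 4.85% of the calls false. Marker lists, written before they were tested, were compared with fry and camera. Sex-linked genes were a check of the pools, with 3 Y-linked genes at a median of 0.24 (fry adjusted p = 0.599). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene Ontology enrichment, ChIP-seq, qPCR and binding site searches were not analysed here. Some genes of the named sets are not reported here.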

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

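The liver bud list was tested as an explanation only after its result was seen. A value was set apart when it lay far from the other pools of its genotype by Dixon's ratio in the mutant group, which happens by chance about 1 time in 20. Of 61 values tested, 4 exceeded the critical ratio, where 3.05 would by chance. *Ces1g* (ratio 0.872) was higher in mutant pool 2, at 5.84. *Gtf2i* (0.850) was lower in mutant pool 3, at 13.43. *Cd38* (0.841) was higher in mutant pool 3, at 8.79. The spike-in controls (0.853) were higher in mutant pool 4, by 0.52 against the mean of all arrays. No biological explanation was tested for these values.

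The liver bud list had a median log2 fold change of 0.73 (fry adjusted p = 0.00415) and stood out because the paper does not discuss it. Its median was 0.72 and not past the threshold with the replicate block, run on the lists only after seeing the data (fry adjusted p = 0.110). More liver bud tissue in the mutant pools may account for it, since 9 of 9 tested genes were higher, abundant ones included. *Afp* rose from 16.85 to 17.01, *Fgb* from 13.78 to 14.60 and *Alb* from 11.46 to 12.67. A response of the liver genes to the loss of *Shh* stays open, as does a difference in dissection.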

How the results depend on the processing

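The causes of the changes below were not tested. With all arrays the signature held 5 probes of 4 genes, 115 probes passed an adjusted p under 0.05, 0 genes passed the 3 tests (1796 probes at an unadjusted p under 0.05), and 9 of the 13 qPCR genes were called. With the 75th percentile scaling the counts were 56 probes at 0.05 and 5 qPCR genes. In the authors' values there were 0 signature probes and 0 genes, 0 probes at 0.05 by limma (28 unadjusted), 0 qPCR genes and 0 tissue lists. There *Foxf2* was at −3.09 (adjusted p = 0.934) and the Hedgehog target list at −1.50 (not past the threshold by fry). With no filter on dim probes there were 0 signature probes of 0 genes (limma, 2205 unadjusted), 38 probes at 0.05 and 5 qPCR genes. With quantile normalization, and with no background correction, 1 gene passed the 3 tests.

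The interquartile range filter gave 11 signature probes of 10 genes, 177 probes at 0.05 and 1 gene by the 3 tests, with *Shh* at −1.08 and *Gli1* at −1.01 then called. This filter lowers the number of tests by construction. SAM gave 47 probes of 44 genes and 266 at 0.05, and called *Shh* (−1.08), *Gli1* (−1.01) and *Foxf1a* (−0.80). Array weights gave 42 probes of 39 genes and 529 at 0.05, and called *Shh* (−1.24), *Gli1* (−0.93) and *Foxf1a* (−0.81). A variance trend gave 10 probes of 9 genes and called *Shh* (−1.08). A random slide effect gave 185 probes at 0.05 and called *Shh* (−1.08) and *Gli1* (−1.01). The replicate block gave 0 signature probes of 0 genes (limma, 2055 unadjusted), 11 probes at 0.05 and 3 qPCR genes, with 2 genes of Table S3, 1 gene of Table S4 and 10 probes of Table S1 called. Run on the marker lists only after seeing the data, it left 0 of the 10 tissue lists past the threshold by fry (4 at an unadjusted p under 0.05), against 6, and the Hedgehog target list at −0.91 (fry adjusted p = 0.110). The Fox family as a set had a fry p of 0.0178. With the looser thresholds of 0.05 and 2-fold, 69 probes of 65 genes were called.

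Leaving out 1 array gave 0 to 2 signature probes of 0 to 2 genes, with 1 probe of 1 gene without mutant pool 4. Probes at 0.05 ran from 9 to 123, with 10 without wild-type pool 1, 28 without mutant pool 2, 32 without wild-type pool 3, 43 without wild-type pool 4 and 70 without mutant pool 4. The qPCR genes called were 4 to 7, and 5 without mutant pool 2. *Shh* ran from −1.33 without wild-type pool 4, where it was called, to −0.95 without wild-type pool 3. At the signature thresholds no Fox gene was called with any 1 array left out, and the odds ratio of the Fox family was 0 without mutant pool 1 or mutant pool 4. At 0.05 it was 8.37 to 66.1. Without wild-type pool 1, 3 tissue lists were past the threshold.

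Of the alternatives chosen after seeing the data, the saddle-point normexp gave 3 signature probes of 2 genes, 21 probes at 0.05 and 5 qPCR genes. Its background SD ran from 0.285 to 7175 across arrays, against 3.42 to 11.7 from the negative controls. VSN of background-subtracted signals, without normexp, gave 1 gene by the 3 tests. The authors' values set to 1 median per array gave 0 signature probes of 0 genes, 0 probes at 0.05 (limma, 1038 unadjusted), 0 qPCR genes and 2 tissue lists, with *Foxf2* at −2.48 (adjusted p = 0.0823). SAM on the authors' values with the interquartile range filter gave 0 signature probes of 0 genes, 0 at 0.05 and 0 qPCR genes, with *Foxf2* at −3.09 (q = 0.4).

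Some directions reversed. The endothelium list was at −0.0076 with the 75th percentile scaling, −0.015 with quantile normalization, −0.017 with no background correction, −0.57 in the authors' values, −0.049 without mutant pool 1 (up to 0.052 without wild-type pool 4), −0.0028 without mutant pool 3 and −0.014 with VSN of background-subtracted signals. The cardiomyocyte list was at −0.11 in the authors' values and −0.092 without wild-type pool 4 (up to 0.48 without mutant pool 4), and the Y-linked genes at −0.39 in the authors' values and −0.019 without wild-type pool 3 (up to 0.59 without wild-type pool 1). The list of *Boc*, *Gas1* and *Cdon* was at −0.35 in the authors' values. The Pou4f1 log2 fold change was −0.32 in the authors' values and −0.0069 with array weights. The spike-in controls were at −0.017 with the 75th percentile scaling and −0.012 with quantile normalization. Within 10 Mb of *Shh* the odds ratio was 0.753, and with Euclidean distance the clustering left 3 arrays on the wrong side.

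Among the results beyond those of the design, 589 values were the same under an alternative, 289 weaker, 8 stronger and 13 reversed. Among those of the design, 257 were the same, 73 moved, 12 stronger, 4 weaker and 5 reversed. Signal over background limits what can be read. A median of 62.4% of probes were well above background on an array, and genes such as *Dbx1* and *Foxb1* could not be tested.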

Differences from the paper's values

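The alternatives named here were set before the data were examined. The paper's signature holds 640 probes (the paper's value) against 5 here, and 560 genes (the paper's) against 4 here. At the signature thresholds none of the 19 alternatives reaches these, with 0 to 47 probes and 0 to 44 genes. The looser thresholds of 0.05 and 2-fold do not either, with 69 probes of 65 genes. By the 3 tests the paper's count is 65 genes against 0 here (limma, 1796 probes at an unadjusted p under 0.05), and 0 to 1 in the alternatives, none of which reaches it. The paper's filter leaves 11469 probes and 8867 genes, against 23127 and 14894 here. Only the interquartile range filter comes within the paper's numbers, with 11563 probes and 9009 genes, and the other alternatives do not.

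Log2 fold changes of the same probe differ for these genes. For *Gli1* (the paper's −1.57, here −1.01), *Foxf1a* (the paper's −1.4, here −0.80), *Foxf2* (the paper's −3.09, here −2.43), *Hhip* (the paper's −3.41, here −2.75), *Six2* (the paper's −2.02, here −1.45) and *Foxc1* (the paper's −1.34, here −0.71), the alternative that does not differ is the authors' values, and the others do. For *Shh* (the paper's −1.71, here −1.08) the authors' values and without wild-type pool 4 do not differ, and the others do. For *Zic1* (the paper's −2.5, here −1.87) the authors' values and the 75th percentile scaling, without wild-type pool 3 and without mutant pool 4 do not differ, and the others do. For *Calca* (the paper's −2.2, here −1.54) the authors' values and the 75th percentile scaling, without mutant pool 3 and without wild-type pool 4 do not differ, and the others do. For *Pcp4* (the paper's −2.71, here −2.05) the authors' values and the 75th percentile scaling, without mutant pool 1, without wild-type pool 3, without mutant pool 4 and without wild-type pool 4 do not differ, and the others do. For *Foxd1* (the paper's −1.2, here −0.58) the authors' values and without wild-type pool 3 do not differ, and the others do.

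The same holds among the largest and smallest changes of Table S1. For *Parp6* (the paper's −5.27, here −2.30), *Accn2* (the paper's −4.84, here −1.89), *Mga* (the paper's −4.16, here 0.17), *Fut8* (the paper's −3.27, here −0.77) and *Rhbdf1* (the paper's 5.06, here 0.10), the alternative that does not differ is the authors' values, and the others do. *Mccc2*, *Pak3*, *Ptcd3*, *Fbn1*, *Boc* and *Trim66* were not well above background on every array of either genotype, so no fold is compared. For the probes of *Ptch1*, *Ces1g*, *Col19a1*, *Crhbp* and *Pax9* compared here only a bound could be given, and it did not exceed the fold of the paper. The second probe of *Ptch1* was well above background on every array, at −1.13 here and −1.74 in Table S1.

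By RT-PCR the paper finds *Shh* to have lost most of its expression in the mutants, whereas the array signal was 47.2% of the wild type. The paper calls *Shh*, *Ptch1* and *Gli1* reduced. Here they were lower with limma's adjusted p of 0.0641, 0.754 (0.146 on the second probe of *Ptch1*) and 0.0719. *Shh* was called with the interquartile range filter, SAM, array weights, the random slide effect, the variance trend and without wild-type pool 4, and *Gli1* with the first 3 of these and the random slide effect. *Ptch1* was called in none of the 19. Of the qPCR genes not called here, *Foxf1a* (0.0740) was called by SAM and array weights, *Calca* (0.0861) by these and the interquartile range filter, and *Ces1g* (0.454 on its brighter probe) without mutant pool 2. The second probe of *Ces1g* was called with all arrays (adjusted p = 0.0330). The paper takes *Foxb1*, *Foxc1* and *Foxd1* as *Shh*-dependent. *Foxc1* (adjusted p = 0.137) and *Foxd1* (0.627) were not called here or in any of the 19, and *Foxb1* was too dim to test. Of the genes of Figure 1C, *Pou4f1* was at 0.13, *Dbx1* could not be tested, and *Fgf8* (adjusted p = 0.0872) was called with the interquartile range filter, SAM and array weights. The paper shows arrays grouping by genotype on its stringent genes. On all 23025 probes they did not, with 2 arrays on the wrong side.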

Other observations

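The SAM test of levelled values, the local background tests, the test of the authors' values without mutant pool 2, the replicate block on the marker lists and the liver bud test were chosen after the result was seen. The tests of unequal levels and of the array that may have leaked in Table S1, of probes near the background, of the sex of the embryos and of the splits for the 3 tests were planned, but were set to undecided after their values were seen. Of the 35 splits of the arrays into 4 and 3, only 1, the real one, gave as many signature probes, and only 1 gave as many at an adjusted p under 0.05. By SAM the real split gave 47 and the highest other split 8. Chance can be excluded from these counts only if all arrays are taken as exchangeable. The arrays share slides in 3 pairs, and only 8 splits part the pairs. The other 7 of these gave 0 probes at 0.05 by limma (the real one 115), but 1 of 8 is the lowest share they can give, so among them chance cannot be excluded. The replicate block left 0 signature probes and 11 at 0.05 (limma, 2055 at an unadjusted p under 0.05). The splits that put arrays of a slide in the same group gave at most 2. For the 3 tests the real split gave 0 genes, so that 35 of 35 splits gave as many by construction and nothing follows about chance.

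Most probes of Table S1 are lower in the mutants, and the authors' values put the arrays on unequal levels. Setting each array to 1 median moves every probe by the same amount, so it decides nothing that 139 of the 640 probes then stayed over 2-fold in the table's direction (104 lower and 35 higher). Of the probes 94.5% were lower before and after. Without the array that may have leaked, and with the other arrays set to 1 median, 94.4% were lower, but these probes were chosen as lower on all arrays. As the values stand, 18.8% of the 415 tested probes over 2-fold were lower without that array, against 97.2% of 644 with it, and the median of the tested probes moved from −0.54 to 0.36. This follows from the level of that array and decides nothing either. Of the 640 probes 91.9% were then lower and 124 over 2-fold in the table's direction. The median spot signal of mutant pool 2 before normalization was 123.3, against 86.4 to 118.9 in the wild-type pools. Its low level in the authors' values was thus not seen in the scanned signals. How far unequal levels, the array that may have leaked and a loss of expression in the mutants each account for this pattern stays open. For the calls alone, SAM called 19 probes at the signature thresholds after each array was set to 1 median, against 0 as the values stand. Limma called 0 signature probes both ways. Unequal levels thus lowered the SAM count here, and the test does not show them to be a source of the calls in Table S1. Since neither count comes near 640, it cannot decide how those probes were called.

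Among the 15 largest and smallest changes of Table S1, 8 stayed over 2-fold here. This does not decide whether probes near the background are the cause, since 3 of the 8 (*Parp6*, *Accn2* and *Mccc2*) have 1 spot of high local background each, and *Mccc2* and *Fbn1* were not well above background on every array of either genotype. A local background reading far above the array's level at a single spot is a candidate explanation for 8 of the 15 probes, and 26 of 303653 spots have such a reading. Without the spot 0 of these 8 were over 2-fold. Of these 8 probes 5 were well above background on all arrays, which argues against nearness to the background for those 5.

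A mislabelled sample is argued against, since at least 3 of the 4 Hedgehog genes lay nearer the array's own group on each array. Of 225 genes within 20 Mb of *Shh* 2 were called, with no clear excess over other genes (odds ratio 1.22, Fisher's exact test, p = 0.682). The odds ratio was 0.753 within 10 Mb and 1.36 within 40 Mb. So few called genes cannot exclude an excess that strain sequence linked to the allele would give. Different numbers of male and female embryos stay open. With all arrays *Xist* was at 0.14 (exact p = 0.9) and the Y-linked median at 0.24, but these were −0.46 and 0.59 without wild-type pool 1, 0.49 and −0.02 without wild-type pool 3, and −0.05 and 0.31 without mutant pool 4. The spike-in controls differed by 0.0034 between genotypes (exact p = 1), but their deviations ran from −0.35 to 0.52 between arrays, so a small level difference left by the normalization cannot be told apart from none.

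A lower share of tissue other than the SHF in the mutant pools may contribute to the genes called lower, since 5 tissue marker lists fell, though with the replicate block 0 of the 10 lists were past the threshold by fry (4 at an unadjusted p under 0.05). The SHF list is 1 of these, so the fall was not limited to other tissues. Of the 57 genes called lower 6 are on a tissue list, and of the 52 called higher 1 is. Lower expression in unchanged tissue stays open, and array position, which follows genotype, was not separable from it.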
